# Integrated Analysis of lncRNA and circRNA Mediated ceRNA Regulatory Networks in Skin Reveals Innate Immunity Differences Between Wild-Type and Yellow Mutant Rainbow Trout (*Oncorhynchus mykiss*)

**DOI:** 10.3389/fimmu.2022.802731

**Published:** 2022-05-17

**Authors:** Shenji Wu, Jinqiang Huang, Yongjuan Li, Zhe Liu, Lu Zhao

**Keywords:** rainbow trout, innate immunity, whole transcriptome sequencing, lncRNA-miRNA-mRNA network, circRNA-miRNA-mRNA network

## Abstract

Fish skin is a vital immune organ that forms the first protective barrier preventing entry of external pathogens. Rainbow trout is an important aquaculture fish species that is farmed worldwide. However, our knowledge of innate immunity differences between wild-type (WR_S) and yellow mutant rainbow trout (YR_S) remains limited. In this study, we performed whole transcriptome analysis of skin from WR_S and YR_S cultured in a natural flowing water pond. A total of 2448 mRNAs, 1630 lncRNAs, 22 circRNAs and 50 miRNAs were found to be differentially expressed (DE). Among these DEmRNAs, numerous key immune-related genes, including *ifih1*, *dhx58*, *trim25*, *atp6v1e1*, *tap1*, *tap2*, *cd209*, *hsp90a.1*, *nlrp3*, *nlrc3*, and several other genes associated with metabolism (*gstp1*, *nampt*, *naprt* and *cd38*) were identified. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of DEmRNAs revealed that many were significantly enriched in innate immune-related GO terms and pathways, including NAD+ADP-ribosyltransferase activity, complement binding, immune response and response to bacterium GO terms, and RIG-I-like receptor signaling, NOD-like receptor signaling and phagosome KEGG pathways. Furthermore, the immune-related competing endogenous RNA networks were constructed, from which we found that lncRNAs MSTRG.11484.2, MSTRG.32014.1 and MSTRG.29012.1 regulated at least three immune-related genes (*ifih1*, *dhx58* and *irf3*) through PC-5p-43254_34, PC-3p-28352_70 and bta-miR-11987_L-1R-1_1ss8TA, and *tap2* was regulated by two circRNAs (circRNA5279 and circRNA5277) by oni-mir-124a-2-p5_1ss13GA. The findings expand our understanding of the innate immune system of rainbow trout, and lay the foundation for further study of immune mechanisms and disease resistance breeding.

## Introduction

Compared with terrestrial vertebrates, fish inhabit a comparatively complicated aquatic environment containing a wide variety of pathogenic microorganisms, and they are regularly exposed to adverse environmental changes (1). Fish skin is the first line of defence against these hazards, protecting the organism from its environment and hindering the entry of pathogens (2). In addition to being a physical protective barrier, it also performs biological functions such as thermal regulation and metabolic activity (3, 4), which are important for maintaining homeostasis and supporting the normal physiological functions of fish. Unlike mammalian skin, the fish epidermis is attached with mucin-enriched mucus generated mainly by goblet cells, and contains living epithelial cells that make direct contact with the surrounding aquatic environment (5, 6). In addition to secretory cells, fish skin contains active immune sites harbouring cellular defences including leukocytes (granulocytes, macrophages and lymphocytes) and dendritic-like cells (7, 8). Moreover, six types of pigment cells (melanocytes, xanthophores, erythrophores, iridophores, leucophores and cyanophores) and an intricate microbiome including commensals and pathogens have been identified in fish skin (6, 9). Previous study in black-boned chicken (*Gallus domesticus*) demonstrated that melanocytes were kind of immune cells that exerted important innate immune roles during infectious bursal disease virus infection (10). In zebrafish (*Danio rerio*), the melanocytes could engulf exogenous bead and then recruit immune cells to protect from injury (11). These examples illustrated the number of skin melanocytes is closely correlated with mucosal immunity. Thus, the skin mucosal immune system is clearly complicated.

So far, lots of fish skin transcription profiles for various species have been obtained including orange-spotted grouper (*Epinephelus coioides*) (12), rabbitfish (*Siganus oramin*) (13), yellow croaker (*Larimichthys crocea*) (14), zebrafish (15) and rainbow trout (6). These studies showed that numerous immune-related genes were upregulated upon infection with various pathogens, as is the case for Toll-like receptors (*tlrs*), NOD-like receptors (*nlrs*), janus kinases (*jaks*), transporter (*tap*), signal transducer and activator of transcriptions (*stats*) and interferon regulatory factor 3 (*irf3*), implying that resistance to stress is proportional to the expression levels of certain immune-related genes. Furthermore, fish skin is rich in B- and T-cells as well as serves as a repository of many innate immune components, such as immunoglobulins (IgM, IgD and IgT), lysozyme, lectins, antimicrobial peptides and C-reactive protein, of which IgT is thought to be specialized in mucosal immunity (16–18). In rainbow trout, IgT protein concentration and IgT^+^ B-cells numbers significantly increase in skin mucus following *Ichthyophthirius multifiliis* challenge (18, 19). The above results suggested that fish skin plays an essential role in defending against pathogens.

Interestingly, in addition to the protein-coding RNAs, accumulating evidence has revealed non-coding RNAs (ncRNAs) also exert vital effects on a remarkable variety of biological processes, especially in immunity (20). MicroRNAs (miRNAs) are common ncRNAs involved in regulating immune response, which can repress gene expression by inhibiting mRNA translation or promoting mRNA degradation (21). Recently, two other types of ncRNA, long non-coding RNAs (lncRNAs) and circular RNAs (circRNAs) were discovered in vertebrate. LncRNAs are RNA molecules longer than 200 nucleotides and can regulate gene expression *via* cis/trans-acting or miRNA sponges (22). CircRNAs are covalently closed circular molecule generated by head to-tail splicing at the splice sites (23). According to the theory of competing endogenous RNA (ceRNA), lncRNA and circRNA can act as ceRNAs through competitively binding common miRNA response elements (MREs), and forming complex miRNA-mediated ceRNA networks, resulting in suppression of miRNAs and the expression of corresponding target genes (24). In recent years, ceRNA has provided a new way to study immune mechanisms of fish, for instance, a study in miiuy croaker (*Miichthys miiuy*) reported that lncRNA NARL exhibits a positive regulatory role in inflammatory and antiviral responses *via* acting as a ceRNA for miR-217-5p to relieve its repressive effects on nucleotide-binding oligomerization domain containing 1 (*nod1*) expression (25). Similarly, circRNA circDTx1, a ceRNA of Toll–interleukin 1 receptor domain-containing adaptor molecule (*trif*), was involved in anti-*Siniperca chuatsi rhabdovirus* response by sponging miR-15a-5p, resulting in activation of the NF-κB/IRF3 pathway (26). Under normal conditions fish maintain a healthy status by defending themselves against potential invaders using a repertoire of innate and specific defense mechanisms (27). However, prior researches mainly focused on identification and characterization of ceRNAs and ceRNA regulatory networks in fish spleen, liver, and intestine following artificial infection to explore the immune mechanisms of pathogen resistance (24, 28–30), and no study on the involvement of ceRNA in fish skin without artificial infection has been documented. Owing to many biological and abiotic stresses presented in natural flowing water pond aquaculture environment, and intensified culture environment and high susceptibility to infectious disease make the industry vulnerable to disease outbreaks resulting in significant economic losses. Therefore, studies on fish skin without artificial infection are necessary.

Rainbow trout is an economically important cold water fish, and it has been widely cultivated worldwide. This species contributes to a large proportion of freshwater aquaculture production. Two phenotypes of rainbow trout are most common in farms; wild-type rainbow trout with black skin (WR_S) and yellow mutant rainbow trout with yellow skin (YR_S). Differences in skin colour are caused by differences in the composition of pigment cells. In WR_S, melanocytes and xanthophores are present, whereas melanocytes are absent in YR_S, and there are fewer xanthophores than in WR_S (31). Furthermore, survival is lower among YR_S variants than WR_S (32). We hypothesized that differences in survival may be caused by differences in immunity between these two strains. Fish skin is an important immune organ, however, little is known about the differences in immunity between WR_S and YR_S in a natural flowing water pond aquaculture environment, and very few studies were conducted to investigate the ceRNA mechanism for fish skin. In the present study, whole transcriptome sequencing was performed to uncover global molecular expression differences of skin between WR_S and YR_S at both mRNAs and ncRNAs levels. We identified numerous differentially expressed (DE) mRNAs, DElncRNAs, DEcircRNAs and DEmiRNAs, and characterized the immune-related ceRNA networks of lncRNA-miRNA-mRNA and circRNA-miRNA-mRNA. These new ceRNA networks assist with developing a better understanding of innate immune mechanisms, and provide theoretical guidance for disease resistance breeding in rainbow trout.

## Materials and Methods

### Experimental Animals

Female WR_S and YR_S (160 ± 3.5 g) used in this study were obtained from a fish farm in Gansu Province, China, and all these fish were cultured in the same natural flowing water pond (20000 L) at 13 ± 0.1°C with 8.5 ± 0.1 mg/L dissolved oxygen, pH 7.2 ± 0.1 and ammonia nitrogen concentration of less than 0.05 mg/L (**Figure 1**). All fish were fed a commercial pellet feed (~6% of body weight) at 9 am and 3 pm every day. Culture conditions were as stated by the Standard of Linxia Salmon and Trout Elite Breeding and Protection Farm (Gansu, China; approved by the Department of Agriculture, China, 2009). Three dorsal skins of WR_S (WR_S1, WR_S2, WR_S3) and three dorsal skins of YR_S (YR_S1, YR_S2, YR_S3) with similar size and body colour were randomly selected for RNA-seq. These fish were anesthetised with a lethal dose of MS-222 (400 mg/L) before tissue sampling, dorsal skin samples (4.5–5 cm^2^) were immediately collected and flash-frozen in liquid nitrogen, and stored at −80°C. All experiments complied with institutional guidelines and the protocol approved by the Animal Experimentation Ethics Committee at Gansu Agricultural University, China.

**Figure 1:**
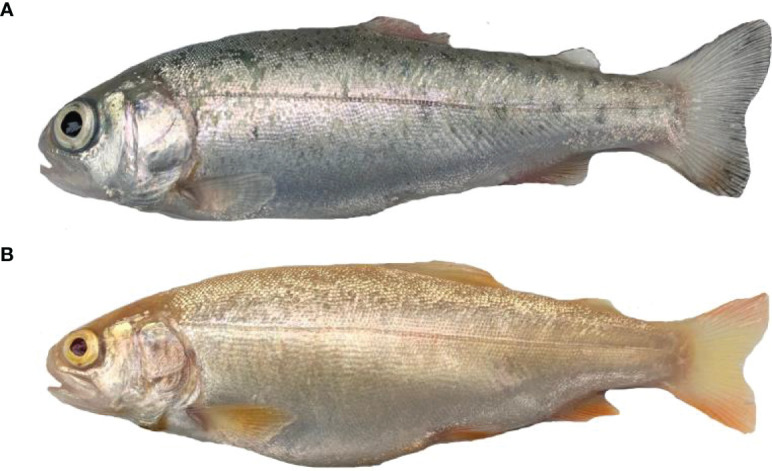
Two phenotypes of rainbow trout. **(A)** Wild-type rainbow trout (WR_S). **(B)** Yellow mutant rainbow trout (YR_S).

### RNA Extraction, Library Construction and Sequencing

Total RNA was extracted from six samples using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s procedure. The purity, quantity and integrity (28S/18S) of total RNA were examined by 1.5% agarose gel electrophoresis stained with Goldview nucleic acid dye (Solarbio, Beijing, China), NanoDrop ND-1000 instrument (NanoDrop, Wilmington, DE, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Approximately 1 µg of total RNA with an RNA integrity number (RIN) ≥ 7 was selected for small RNA library construction using a TruSeq small RNA Sample Prep Kit (Illumina, San Diego, CA, USA) following the manufacturer’s protocol. Then six libraries (three WR_S and three YR_S) were sequenced by Illumina Hiseq 2500, and 50 bp single-end reads were generated.

For mRNA, lncRNA and circRNA sequencing, about 5 μg of total RNA from each sample was used to deplete ribosomal RNA using the Ribo-Zero rRNA Removal Kit (Illumina, San Diego, USA) according to the manufacturer’s instruction. After removing ribosomal RNAs, RNAs were fragmented by divalent cations under a high temperature and reverse transcribed into cDNA, which was used to synthesize U-labeled second-stranded DNAs with DNA polymerase I, RNase H and dUTP and buffer. Finally, 150 bp paired-end reads were generated by an Illumina Hiseq 4000 platform based on the paired-end sequencing.

### Identification of mRNA, lncRNA, circRNA and miRNA

Clean data were generated by eliminating reads containing adaptor contamination, poly-N sequences, and low-quality reads using cutadapt. Then the sequence quality of remaining reads was validated by FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Clean reads were aligned to the rainbow trout reference genome (https://www.genoscope.cns.fr/trout/) by Bowtie2 and Tophat2 with the default parameters (33). The mapped reads of each sample were assembled using StringTie, and a comprehensive transcriptome was reconstructed through merging all the samples. StringTie and Ballgown were used to estimate the expression profiles of all the transcripts (34).

For identification of novel lncRNAs, the transcripts that overlapped with known mRNAs and transcripts shorter than 200 bp were filtered (35). We used Coding Potential Calculator (CPC), Coding-Non-Coding-Index (CNCI) and Pfam to predict transcripts with coding potential (22). According to the prediction results, the transcripts with CPC score < −1 and CNCI score < 0 were discarded and those remaining were considered as lncRNAs.

According to the pipeline used in the analysis of mRNA discovery, the remaining reads (unmapped reads) were still mapped to genome to find unique anchor positions within the splice site using Tophat-fusion (36). CIRCExplorer2 (37) and CIRI (38) tools were used to identify circRNAs in this study. In view of the high false positives in circRNA identification, the overlapped outputs from CIRCExplorer2 and CIRI were kept for further analysis.

Raw reads generated from miRNA sequencing libraries were subjected to ACGT101-miR (LC Sciences, Huston, TX, United States) to filter out adapter dimers, junk, low complexity, repeats, rRNA, tRNA, snRNA, and snoRNA. All of the clean tags were searched against the miRBase database (Release 22) to identify known miRNAs in rainbow trout. All of the unannotated tags were analysed by the position of their genome and hairpin structures by Mireap_v0.2 software, and the novel miRNA candidates were identified.

### Screening of DEmRNAs, DElncRNAs, DEcircRNAs and DEmiRNAs, and Gene Function Annotation

As reported previously (39), the DESeq2 (v.1.6.3) in R was used to conduct differential expression analysis between WR_S and YR_S groups (40). mRNAs and lncRNAs with |log2 fold change| ≥ 1 and *q*value < 0.05 were identified as significantly DEmRNAs and DElncRNAs. Additionally, significantly DEcircRNAs and DEmiRNAs were identified with a |log2 fold change| ≥ 1 and *p*value < 0.05. To further evaluate the biological functions and potential mechanisms of mRNAs, DEmRNAs were then subjected to an enrichment analysis of GO and KEGG pathways. GO enrichment and KEGG pathway analyses were performed using the GOseq R package (Release 2.12) and the KOBAS software (v2.0), respectively. The statistical significance was examined using the hypergeometric test, and *q*value < 0.05 was considered significant for GO and KEGG enrichment. Additionally, a protein-protein interaction (PPI) network of DEmRNAs was constructed using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING, version 10.0) database.

### Construction and Analysis of ceRNAs Regulatory Network

To reveal the roles and interactions of DEmRNAs, DElncRNAs, DEcircRNAs and DEmiRNAs, two ceRNA networks were constructed based on the theory of ceRNA, i.e., the lncRNA-miRNA-mRNA and circRNA-miRNA-mRNA networks. We paid more attention to the positive correlations expression of lncRNA-mRNA and circRNA-mRNA, so the miRNAs capable of simultaneously regulating lncRNA/circRNA and mRNA were focused on. Targets of miRNAs were predicted to construct the lncRNA/circRNA-miRNA-mRNA networks. The pairwise corrections of lncRNA/circRNA-miRNA and miRNA-mRNA were evaluated using miRanda 3.3a and TargetScan 5.0 (33). The analysis and visualization of the interactions were performed by Cytoscape software (v3.6.0).

### qRT-PCR Validation

qRT-PCR was performed to confirm the expression levels of DEmRNAs DElncRNAs, DEcircRNAs and DEmiRNAs from RNA-seq. The RNA used for Illumina sequencing was also used here for the validation. Total RNA was subjected to cDNA synthesis using a PrimerScript RT Reagent Kit with gDNA Eraser (TaKaRa, Dalian, China) and a Mir-X miRNA First-Strand Synthesis Kit (Clontech, Mountain View, CA, USA) following the manufacturer’s instructions. For lncRNA, circRNA and mRNA quantification, the 20 μL reaction volume contained 10 μL of SYBR Premix Ex Taq II (2×), 1 μL of each the sense and antisense primer (10 μM), 0.5 μL of cDNA, 7.5 μL ddH_2_O. The mRNA, lncRNA and circRNA expression levels were normalized to *β-actin* (24). For miRNA quantification, the 20 μL reaction volume contained 10 μL of SYBR Premix Ex Taq II (2×), 0.4 μL of each sense and antisense primer (10 μM), 1.6 μL of cDNA, 7.6 μL of ddH_2_O. The miRNA expression level was normalized to U6 (41). PCR amplification procedure for all experiments were carried out at 95°C for 30 s, followed by 40 cycles at 95°C for 5 s and 60°C for 30 s. Target specificity was determined by melting curve analysis, and RNA expression levels of target genes versus *β-actin* or U6 were calculated using the 2^-ΔΔCt^ method. All results are expressed as means ± SD, and statistical analyses were performed using one-way ANOVA followed by Dunn’s test in SPSS (version 22.0) (42), and Pearson correlation analysis was used to calculate the correlation value between qRT-PCR and RNA-seq results. All primers are included in **Table S1**.

## Results

### Overview of RNA-Sequencing Results

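Dorsal skin of 3 wild-type (WR_S) and 3 yellow mutant (YR_S) female rainbow trout was sequenced, with 1 library per fish. Each library was made from 5 µg of total RNA depleted of ribosomal RNA and gave paired-end reads of 150 bp. The fish weighed 160 ± 3.5 g and were kept in the same pond of 20000 L at 13°C. The authors aligned the clean reads with Bowtie2 and Tophat2, and estimated expression with StringTie and Ballgown as FPKM, which scales the fragments of a transcript to its length and to the mapped fragments of the library. The authors' deposited table gives, for each changed gene, the mean FPKM of each group, the fold change of YR_S over WR_S, its log2 and a rounded p-value, and it has no column of values per library. For this reason no test across genes was fitted to it. The FPKM of each library are the paper's values, read from the first 1998 of the 2448 rows of Table S4. From these, the mean ± SD of each group and the difference of the mean log2(FPKM + 0.1), YR_S minus WR_S, were computed. The groups were compared by a two-sided exact permutation test, whose smallest p with 3 libraries against 3 is 0.1, and each library was left out in turn. Over the 1709 transcripts found in both sources, the largest difference between a mean computed from Table S4 and the mean in the authors' deposited table was 0.006 FPKM. The paper's Table S2 gives between 76301835 and 84421736 mapped reads per library, with a median of 77916775 in YR_S and 79051414 in WR_S (two-sided exact permutation test, p = 0.9). Reads per gene were not analysed here, so the depth behind a single FPKM value is unknown. Genes are identified by the RefSeq transcript and name on their line, and the reference gene table of the assembly USDA_OmykA_1.1 was used without positions.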

A total of 583,011,930 raw reads were generated in strand-specific library using an Illumina Hiseq 4000 system, and were deposited at the National Center for Biotechnology Information (NCBI) database under accession numbers GSE153997. After discarding low-quality sequencing data, 557,976,332 clean reads were obtained. The average of quality Q20 and Q30 were respectively higher than 99.35% and 93.53% for each library, and the average GC content was 48.42%. Additionally, an average of 84.87% (55.97% unique mapped reads and 28.90% multi mapped reads) of the clean reads per sample was mapped to the rainbow trout genome (**Table S2**). Single sequencing of the miRNA library yielded a total of 82,053,134 raw reads, which were submitted to the NCBI database under the accession number GSE181974. After discarding junk sequences, 38,307,832 and 31,927,956 clean reads were obtained from WR_S and YR_S groups, respectively. (**Table S3**).

### Identification of DEmRNAs, DElncRNAs, DEcircRNAs and DEmiRNAs Between WR_S and YR_S

A total of 38,226 genes were identified from comparison of WR_S and YR_S groups, and 35,733 genes were co-expressed in both groups, while 1320 genes were only expressed in WR_S and 1173 genes were only expressed in YR_S (**Figure 2A**). 

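The authors' deposited table has 38226 lines, of which 3373 hold a gene with its values and 34853 hold none. Genes expressed in one group only can therefore be counted in it only among the changed genes. In the authors' deposited table, 15 of the changed genes have an infinite fold change, with a mean of 0 in YR_S for 10 and in WR_S for 5. Their mean in the other group lies between 0.09 and 33.09 FPKM in the authors' deposited table. In the part of Table S4 held here, 145 transcripts were listed at 0 in every library of one group, 108 of them in YR_S and 37 in WR_S. Of the 108, 35 were above 0 in all 3 WR_S libraries, and 53 were above 0 in WR_S3 alone. Of the 37, 31 were above 0 in all 3 YR_S libraries. Requiring a value above 0 in all 3 libraries of a group lowered the total from 145 to 66, and leaving out WR_S3 lowered it to 94. The median of the mean in the other group was 0.213 FPKM. The highest of these transcripts was hp (haptoglobin, XM_021607150.1), with 97.6 FPKM in WR_S3, 1.20 in WR_S1, 0.477 in WR_S2 and 0 in the YR_S libraries.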

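The authors' deposited table lists 1472 changed genes as higher and 1901 as lower in YR_S, selected by a fold change of at least 2 and an unadjusted p. With a pseudocount of 1 added to both means, 1541 of the 3373 remained at least 2-fold apart, the alternative set beforehand that moved this count most. Of the 1998 rows held from Table S4, 1709 are among these genes and 289 are not. The authors' deposited table, on which the tests of direction below rest, lacks 75 of the 80 lower rows of Table S4 in which WR_S3 holds more than 90% of the sum of the WR_S libraries. Among the 841 transcripts of these rows that are higher in YR_S, 828 (98.5%) had every YR_S library above every WR_S library. Among the 1157 that are lower in YR_S, 796 (68.8%) had every WR_S library above every YR_S library. Chance alone gives 10% for 3 libraries against 3, although the authors selected these rows for a difference between the groups. Among the lower transcripts, WR_S3 was the only WR_S library not above every YR_S library for 260, and WR_S1 and WR_S2 were so for 16 and 25. With 0.1 added to the means of Table S4, 1842 of the 1998 transcripts differed at least 2-fold, and between 1629 (without WR_S2) and 1822 (without YR_S2) did so with 1 library left out. Without WR_S3 the number was 1700, and 4 transcripts changed direction. Among the 1057 shared transcripts with groups that do not overlap, a mean of at least 1 FPKM and a mean above 0 in both groups, the largest decrease of the mean in YR_S was that of XM_021565339.1, a transcript without a gene symbol. It had 0.144 ± 0.157 FPKM (SD, n = 3 libraries) in YR_S and 117.1 ± 106.5 (SD, n = 3) in WR_S, where WR_S3 had 0.333. Next were XM_021571998.1, described as an MHC class I alpha chain, with a log2 ratio of -7.53, c3 (XM_021561545.1) with -6.93, XR_002475814.1 with -6.21 and rsad2 (XM_021574714.1) with -6.13. The ratio of c3 rests on WR_S3, without which it was -3.88, and that of rsad2 was -9.11 without YR_S1. The largest increases in YR_S were those of XM_021586784.1 with a log2 ratio of 8.42, PDC (XM_021613028.1) with 6.43, GNGT2 (XM_021626123.1) with 5.82, XM_021608919.1 with 5.65 and LC1 (XM_021573546.1) with 4.68. Without WR_S3 the first of these was 11.76, without WR_S1 that of PDC was 8.00, and without WR_S2 the mean of GNGT2 in WR_S was 0.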

With fold-change in expression ≥ 2 and *q*value < 0.05 as thresholds, 2448 DEmRNAs were identified, among which 1048 were upregulated and 1400 were downregulated in YR_S group (**Figure 2E**). In addition, 12,291 lncRNAs, 6434 circRNAs and 1426 miRNAs were obtained, of these, 472 lncRNAs, 3098 circRNAs and 249 miRNAs were only expressed in WR_S and 446 lncRNAs, 1851 circRNAs and 83 miRNAs were only expressed in YR_S (**Figures 2B–D**). Compared with WR_S group, these were 1630 lncRNAs (913 up- and 717 downregulated), 22 circRNAs (9 up- and 13 downregulated) and 50 miRNAs (10 up- and 40 downregulated) that were differentially expressed in YR_S group (**Figures 2F–H** and **Table S4**). 

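The libraries were compared through log2(FPKM + 0.1) over the 1998 transcripts held from Table S4. These transcripts were selected by the authors because the groups differ, so a separation of the groups is built into them, and genes are not independent replicates. Across these genes, Pearson's r was between 0.959 and 0.974 for the pairs of YR_S libraries and 0.957 for WR_S1 with WR_S2. WR_S3 had an r of 0.703 to 0.731 with the other WR_S libraries and of 0.687 to 0.705 with the YR_S libraries. Between the YR_S libraries and WR_S1 or WR_S2, r was 0.638 to 0.727. In average-linkage clustering of 1 - r, the 3 YR_S libraries joined at 0.0389 and WR_S1 and WR_S2 at 0.0426. WR_S3 joined WR_S1 and WR_S2 at 0.283, close to the last step at 0.316, which joined the groups.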

Besides, the general expression profiles of DEmRNAs, DElncRNAs, DEcircRNAs and DEmiRNAs from the six simples were analysed by hierarchical clustering (**Figures 3A–D**).

**Figure 2:**
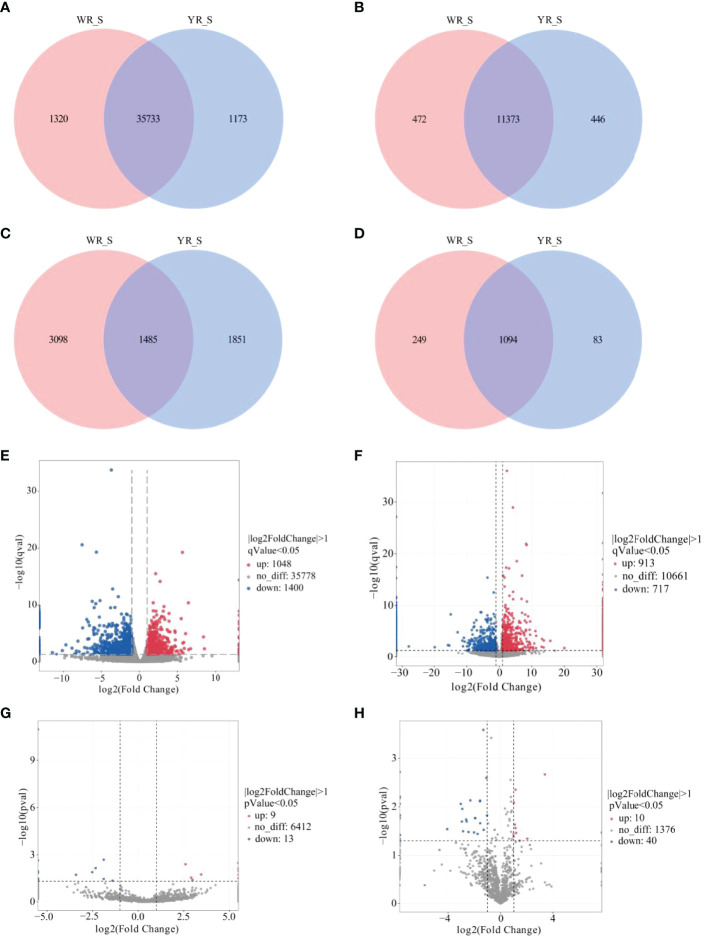
Comparative analysis of mRNA and ncRNAs between WR_S and YR_S groups. **(A)** mRNAs, **(B)** lncRNAs, **(C)** circRNAs and **(D)** miRNAs expressed only in WR_S (pink circle), only in YR_S (blue circle), and co-expressed in both WR_S and YR_S (intersection). **(E)** Volcano plot of differentially expressed DE mRNAs. **(F)** Volcano plot of DElncRNAs. **(G)** Volcano plot of DEcircRNAs. **(H)** Volcano plot of DEmiRNAs.

**Figure 3:**
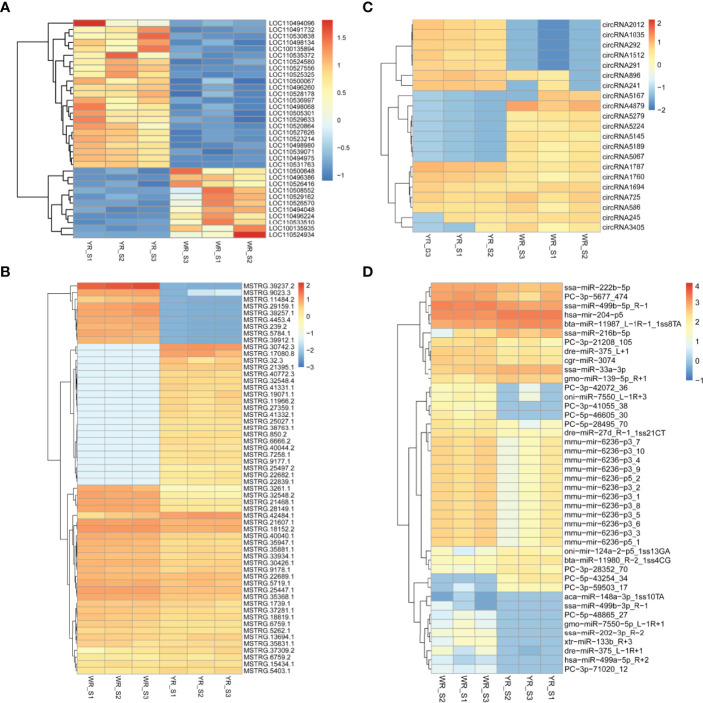
Unsupervised clustering analysis of DEmRNAs and DEncRNAs between WR_S and YR_S groups. **(A)** DEmRNAs. **(B)** DElncRNAs. **(C)** DEcircRNAs. **(D)** DEmiRNAs.

### Sequence Characterization of mRNAs and ncRNAs

Comparison of the transcriptome characterizations between lncRNA and mRNA showed that more than 80% of the mRNAs was greater than 1000 bp long, whereas more than 60% of the lncRNAs was less than 1000 bp long (**Figure S1A**); for exon number, majority of lncRNAs were concentrated at one to three exons that was not the case for mRNAs, which contained a higher fragments per kilobase of transcripts per million fragments mapped (FPKM) value and longer ORF length (**Figures S1B–D**). Besides, the percentages of lncRNAs, sense lncRNAs, antisense lncRNAs and intronic lncRNAs were 44.87, 18.56, 14.70 and 21.87%, respectively (**Figure S1E**). For circRNAs, the sequence length distribution of circRNAs is shown in **Figure S1F**, and most of them were 200 bp to 600 bp, or longer than 1000 bp. Additionally, the majority of circRNAs belong to the exon type (77.69%) (**Figure S1G**). For miRNAs, the length distributions of miRNAs showed that most of the miRNAs were 21–23 nt long, and the 22 nt miRNAs were most abundant, representing 36.94% and 37.54% of the miRNAs in WR_S and YR_S groups (**Figure S1H**).

### GO Enrichment and KEGG Pathway Analyses of DEmRNAs

GO and KEGG functional enrichment analyses were performed to explore the biological and functional roles of the identified DEmRNAs. GO functional enrichment analysis of DEmRNAs was divided into three categories: biological process, cellular component and molecular function. 

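The paper's Table S5 lists 29 genes under the GO term immune response, of which 23 are lower and 6 higher in YR_S, and 9 under response to bacterium, of which 8 are lower. Among the rows held from Table S4, 20 of the lower immune response genes were found. All 3 WR_S libraries were above every YR_S library for 12 of these 20, and WR_S3 was the only exception for another 6. Chance gives such a separation in 10% of unselected genes, but the rows held were selected for a difference, and 68.8% of those lower in YR_S have it. Without WR_S3, 16 of the 20 were still at least 2-fold lower in YR_S, and without WR_S1 or WR_S2, 19 and 18 were. For response to bacterium, 5 lower genes were found, of which 3 were at least 2-fold lower without WR_S3. Protein polymerization, negative regulation of tumor necrosis factor production and platelet activation have 5, 5 and 7 genes in Table S5, all lower in YR_S. To compare terms, the direction of their genes in the authors' deposited table was tested by a two-sided Fisher's exact test against all other annotated genes, with Benjamini-Hochberg adjustment, a test chosen after the form of the table was seen. This test treats genes as independent, which copies of 1 gene are not. Genes that change together in the same fish are not independent either, so its p does not measure the variation between fish. Of the 3000 changed genes with a GO term in the authors' deposited table, 58.7% are lower in YR_S. Among 269 terms with at least 10 changed genes, 40 had an adjusted p under 0.05, 31 leaning lower and 9 higher in YR_S. Of the 31, 10 terms of ligase activities hold the same 14 genes, so the 40 terms are 31 different sets of genes, 22 leaning lower and 9 higher. Copies of genes were reduced by alternatives chosen after the data were seen. With 1 transcript kept per KEGG orthology entry, 30 terms had an adjusted p under 0.05, but this keeps every transcript without an entry, and only 1962 of the 3000 have one. With those without an entry reduced to 1 per gene name 18 terms did, and with them left out 5 did. Immune response had 28 lower and 10 higher genes in the authors' deposited table (Fisher's exact test, p = 0.0681, adjusted p = 0.206), and the largest change was that of c9, with a log2 fold change of -5.87. The change of c9 rests on WR_S3 (65.7 FPKM, against 0.157 and 0.321 in WR_S1 and WR_S2), and without WR_S3 the log2 ratio was 0.66, higher in YR_S. Response to bacterium had 11 lower and 3 higher genes in the authors' deposited table (Fisher's exact test, p = 0.176, adjusted p = 0.384), and the largest change was that of Saa3, with -5.27, which stayed between -5.80 and -4.78 with 1 library left out.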

With *q*value < 0.05 as the threshold, five sub-categories belonging to the ‘biological processes’ category were identified; ‘protein polymerization’ (GO:0051258), ‘immune response’ (GO:0006955), ‘negative regulation of tumor necrosis factor production’ (GO:0032720), ‘platelet activation’ (GO:0030168) and ‘response to bacterium’ (GO:0009617). 

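Table S5 of the paper lists 6 genes under complement binding, 5 under nicotinate-nucleotide diphosphorylase (carboxylating) activity and 6 under lipid transporter activity, all lower in YR_S, and 9 under endopeptidase inhibitor activity, of which 8 are lower. For complement binding, 5 genes were found among the rows held from Table S4, and in 4 of them every WR_S library was above every YR_S library. For 2 of the 5, WR_S3 held more than 90% of the sum of the WR_S libraries. Without WR_S3, 4 of the 5 were at least 2-fold lower in YR_S. For nicotinate-nucleotide diphosphorylase (carboxylating) activity, all 5 genes were found, and in 4 of them WR_S3 was the only WR_S library within or below the range of the YR_S libraries. The single gene found for lipid transporter activity was above the YR_S libraries in WR_S3 alone, and without WR_S3 it was not 2-fold lower in YR_S. For endopeptidase inhibitor activity, 5 lower genes were found, of which 4 had groups that do not overlap and 3 were at least 2-fold lower without WR_S3. Groups without overlap are found in 10% of unselected genes by chance and in 68.8% of the lower rows held. Among molecular functions outside those of Table S5, ubiquitin-protein transferase activity had 53 lower and 2 higher genes in the authors' deposited table (two-sided Fisher's exact test of direction, p = 1.99e-10, adjusted p = 1.07e-08). Its largest change in the authors' deposited table was that of ERMAP, with a log2 fold change of -6.06, although WR_S3 lay within the range of the YR_S libraries for it.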

Five sub-categories belonging to the ‘molecular function’ category were identified; ‘NAD+ADP-ribosyltransferase activity’ (GO:0003950), ‘complement binding’ (GO:0001848), ‘nicotinate-nucleotide diphosphorylase (carboxylating) activity’ (GO:0004514), ‘lipid transporter activity’ (GO:0005319) and ‘endopeptidase inhibitor activity’ (GO:0004866). One sub-categories belonging to the ‘cellular component’ category was identified; ‘extracellular space’ (GO:0005615). 

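Under extracellular space, the paper's Table S5 lists 85 genes, 63 lower and 22 higher in YR_S. Among the rows held from Table S4, 16 of the higher genes were found, and in all 16 every YR_S library was above every WR_S library. Of the 46 lower genes found, 30 had every WR_S library above every YR_S library, a share under the 68.8% of all lower rows held, where chance gives 10% of unselected genes. WR_S3 was the only exception for another 10, and it was the only library above the YR_S libraries for 5. Leaving out WR_S3 left 37 of the 46 at least 2-fold lower in YR_S, and leaving out WR_S1 or WR_S2 left 42 and 38. In the authors' deposited table the term has 97 changed genes, of which 64.9% are lower in YR_S (two-sided Fisher's exact test of direction, p = 0.210, adjusted p = 0.431).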

The top 30 most significant level-3 GO terms in these three categories, and accompanying detailed information, are presented in **Figure 4** and **Table S5**, respectively.

**Figure 4:**
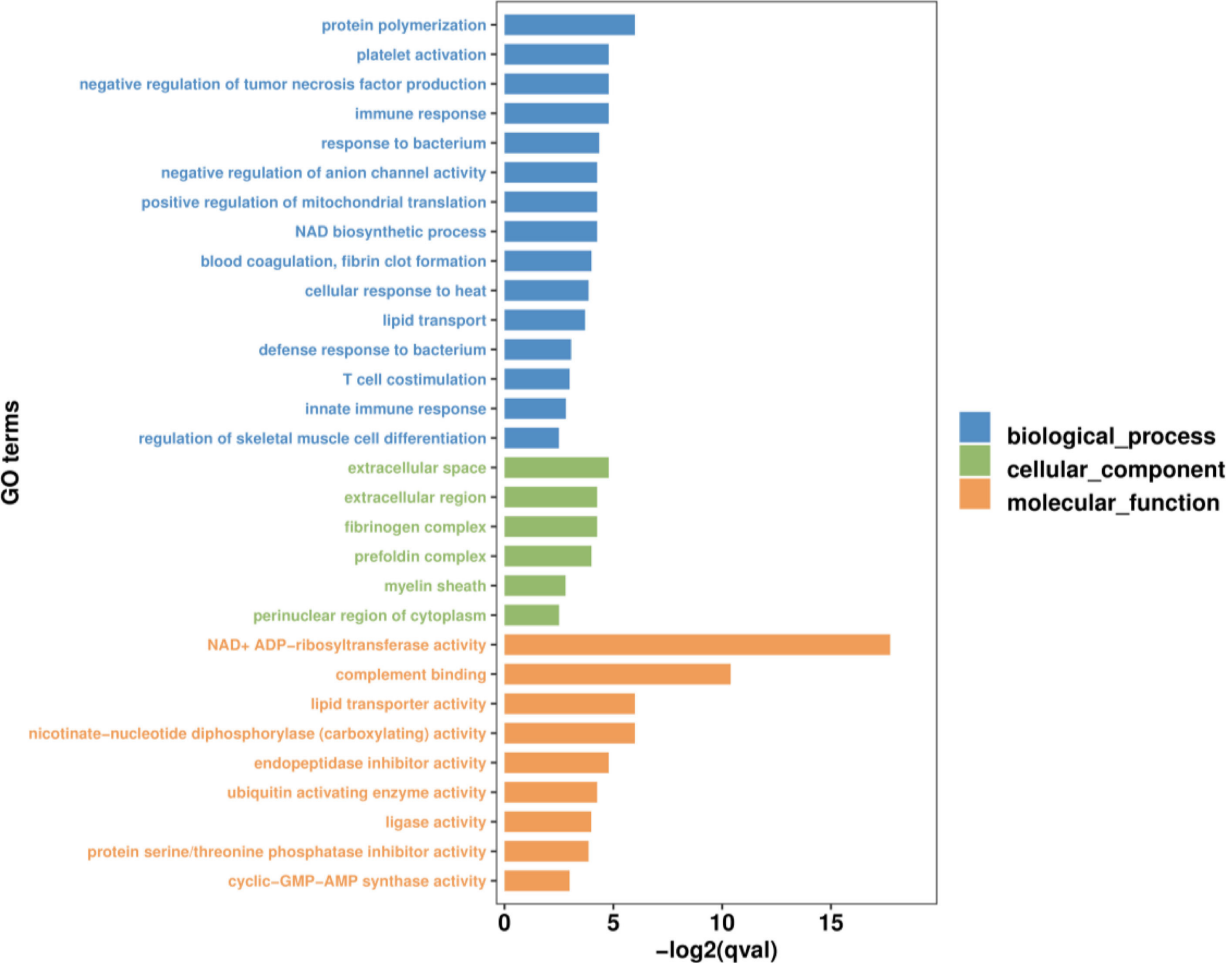
The top 30 most significant level-3 GO terms of DEmRNAs between WR_S and YR_S groups. The x-axis represents −log2 (*q*value), the y-axis represents GO_terms.

To further explore the functions of the identified DEmRNAs, we analysed the transcriptome results using the KEGG database. As shown in **Figure 5**, dozens of pathways involved in immunity, metabolism and human disease were identified. 

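The direction of change within KEGG pathways was tested in the same way as that within GO terms, with the same limits. Of the 1977 changed genes with a KEGG pathway in the authors' deposited table, 61.5% are lower in YR_S. Among 118 pathways with at least 10 changed genes, 14 had an adjusted p under 0.05, 9 leaning lower and 5 higher in YR_S (13 different sets of genes), and 34 had an unadjusted p under that value. The RIG-I-like receptor signaling pathway had the smallest p, with 51 lower and 2 higher genes in the authors' deposited table (two-sided Fisher's exact test, p = 3.6e-09, adjusted p = 4.25e-07). Its largest log2 fold change was -4.46, of Rnf135. For Rnf135, WR_S3 lay within the range of the YR_S libraries, and the log2 ratio was -6.50 without YR_S1 and between -5.04 and -3.91 with another library left out. Herpes simplex infection had 62 lower and 15 higher genes in the authors' deposited table (Fisher's exact test, p = 0.000312, adjusted p = 0.00409), the largest change being that of c3. Complement and coagulation cascades (20 lower, 9 higher), systemic lupus erythematosus (14 lower, 5 higher), Staphylococcus aureus infection (10 lower, 5 higher) and phagosome (40 lower, 35 higher) in the authors' deposited table had adjusted p from 0.381 to 0.966 by Fisher's exact test. The largest changes were those of c9 in complement and systemic lupus erythematosus, FGG in Staphylococcus aureus infection, with a log2 fold change of -5.24 in the authors' deposited table, and c3 in phagosome. WR_S3 was the highest library for all 3 of these genes, and without it the log2 ratio from Table S4 was 0.66 for c9, higher in YR_S, -3.08 for FGG and -3.88 for c3. Prion diseases had 6 lower and 1 higher gene and fat digestion and absorption had none in the authors' deposited table, too few to test. Intestinal immune network for IgA production leaned the other way, with 2 lower and 10 higher genes in the authors' deposited table (Fisher's exact test, p = 0.00194, adjusted p = 0.0191). With 1 transcript kept per KEGG orthology entry, chosen after the data were seen, 0 pathways had an adjusted p under 0.05, and the RIG-I-like receptor signaling pathway had 15 lower genes and 1 higher (Fisher's exact test, p = 0.00358, adjusted p = 0.0706). Its adjusted p by Fisher's exact test, under alternatives chosen after the data were seen, was 0.00108 with genes printed at a p of 0.01 or less and 1.74e-06 with a mean of at least 2 FPKM. For herpes simplex infection the same alternatives gave an adjusted p by Fisher's exact test of 0.0203 and 0.0708, the second above the threshold of 0.05. The paper's Table S6 lists 41 genes under complement and coagulation cascades, 35 of them lower in YR_S, of which 24 were among the rows held from Table S4. For 7 of these 24, WR_S3 held more than 90% of the sum of the WR_S libraries, and without WR_S3 only 15 of the 24 were at least 2-fold lower in YR_S. Without WR_S1 or without WR_S2, all 24 were. The 1 lower gene of fat digestion and absorption found there was also not 2-fold lower without WR_S3.

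**Figure D1:**
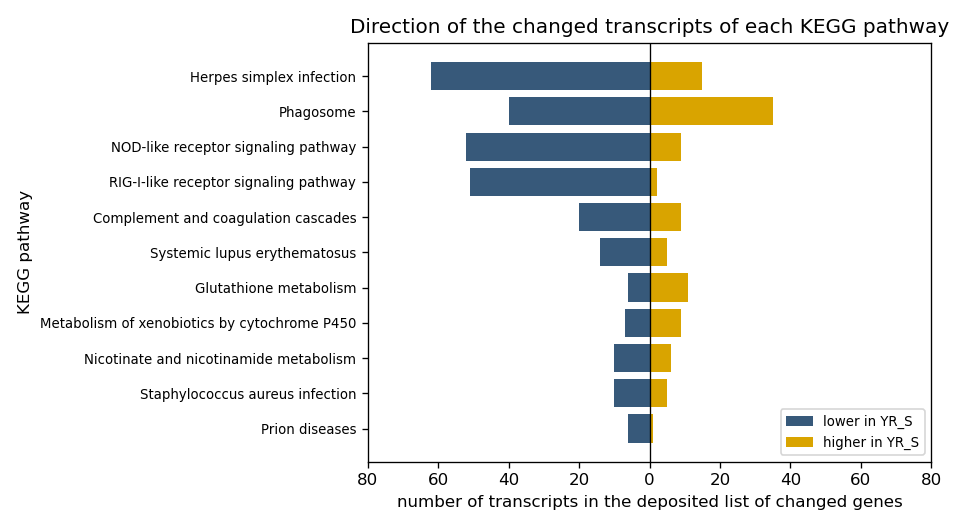
Number of transcripts of each KEGG pathway (y axis) in the authors' deposited list of changed genes, drawn to the left of 0 where lower in YR_S and to the right where higher. The RIG-I-like receptor signaling pathway has 51 lower and 2 higher, and phagosome has 40 lower and 35 higher.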

A total of nine pathways were enriched with *q*value < 0.05, including complement and coagulation cascades, herpes simplex infection, *Staphylococcus aureus* infection, systemic lupus erythematosus, phagosome, RIG-I-like receptor signaling pathway, prion diseases, fat digestion and absorption, nicotinate and nicotinamide metabolism (**Table S6**). Furthermore, numerous key DEmRNAs were found to be related to immune system and metabolism, including interferon induced with helicase C domain 1 (*ifih1*), DEXH (Asp-Glu-X-His) box polypeptide 58 (*dhx58*), *irf3*, tripartite motif containing 25 (*trim25*), ATPase H^+^ transporting V1 subunit E1 (*atp6v1e1*), *tap1*, *tap2*, CD209 antigen (*cd209*), heat shock protein 90, class A member 1 (*hsp90a.1*), NLR family, CARD domain containing 3 (*nlrc3*), NLR family pyrin domain containing 3 (*nlrp3*), glutathione S-transferase pi 1 (*gstp1*), nicotinamide phosphoribosyltransferase (*nampt*), nicotinate phosphoribosyltransferase (*naprt*) and cyclic ADP-ribose hydrolase 1 (*cd38*), and most of them were upregulated in WR_S. 

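All 15 genes of Table 1 were found among the rows held from Table S4 and in the authors' deposited table. In the FPKM per library, 13 were lower and 2, atp6v1e1 and gstp1, were higher in YR_S, with differences in mean log2(FPKM + 0.1) from -3.50 to 1.79. Each difference had an absolute value of at least 1 and exceeded the pooled SD of the libraries. For 6 of the 15 genes (trim25, cd209, hsp90a.1, naprt, atp6v1e1 and gstp1) the libraries of the groups did not overlap, where chance gives 10% of unselected genes. For the other 9, all lower in YR_S, WR_S3 was not above every YR_S library, while WR_S1 and WR_S2 were above every YR_S library for all 13 lower genes. WR_S3 was the lowest of the WR_S libraries for all 13, with a median of 8.55% of the mean of WR_S1 and WR_S2, and YR_S1 was the highest of the YR_S libraries for 12. With each library left out in turn, all 15 differences kept their direction and an absolute value of at least 1. With a pseudocount of 1, naprt alone fell under that value, at -0.74. Several symbols stand for more than 1 transcript in the authors' deposited table, with 15 for trim25, of which 14 are lower in YR_S, 4 for nlrc3, of which 3 are lower, and 3 for gstp1, of which 2 are higher.

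**Figure D2:**
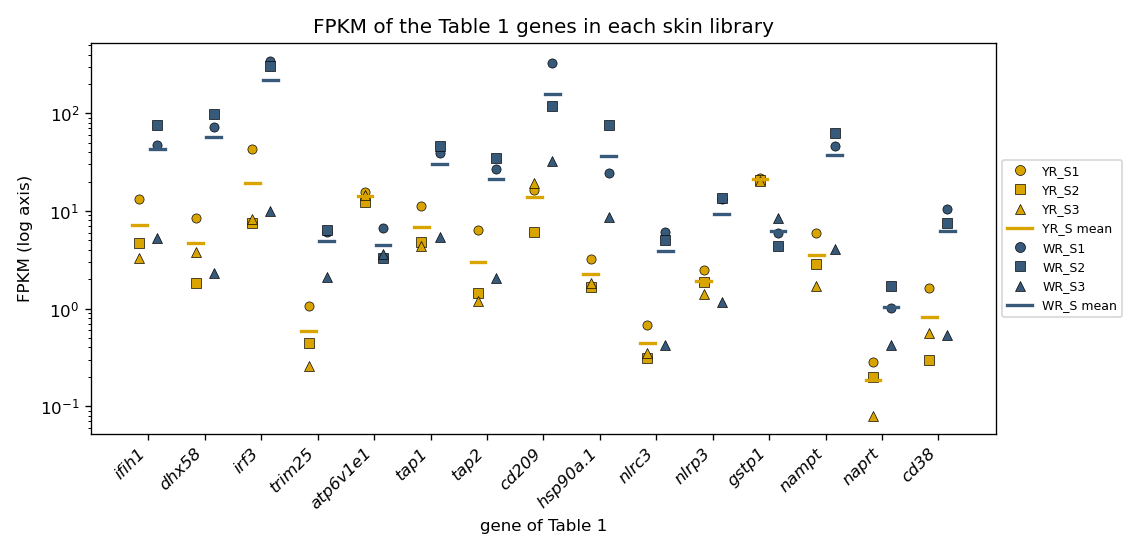
FPKM of the 15 genes of Table 1 in each skin library (log axis), as the paper's Table S4 gives them, with YR_S in yellow, WR_S in blue, 1 symbol per fish number and a line at the mean of each group. WR_S3 is the lowest WR_S library for the 13 genes lower in YR_S.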

Detailed information is included in **Table 1**. Additionally, interactions of immune and metabolism-related pathways and genes are shown in **Figure 6**.

**Figure 5:**
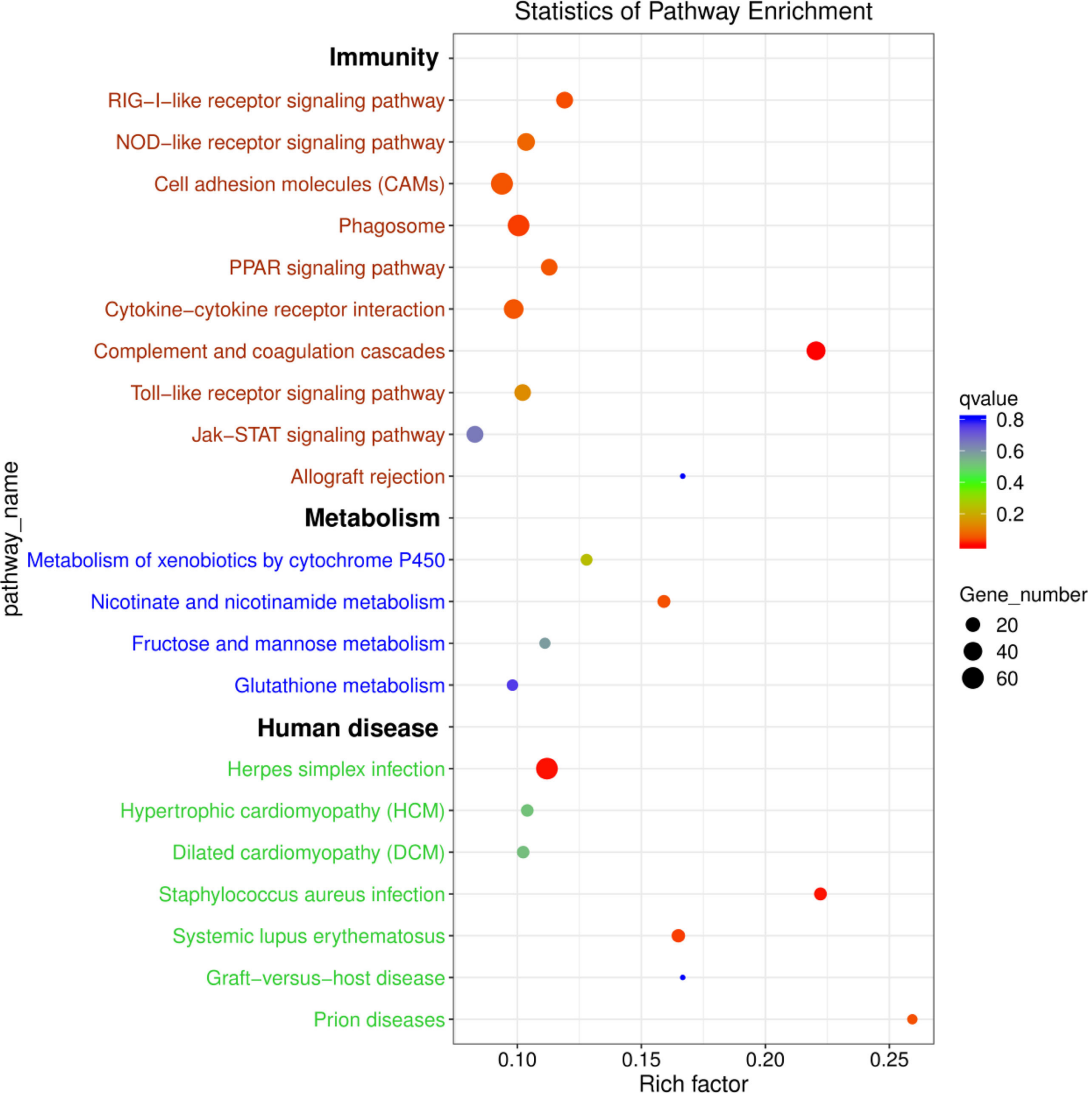
KEGG enrichment diagram of DEmRNAs between WR_S and YR_S groups. The x-axis represents the rich factor, the y-axis represents different pathways. Different colours of plots indicate different *q*values. The plot diameter represents the number of DEmRNAs in a pathway.

**Table 1:** Representative immune and metabolism-related genes differentially expressed between wild-type rainbow trout (WR_S) and yellow mutant rainbow trout (YR_S) groups.

Gene name	Note	YR_S FPKM	WR_S FPKM	Log2 (FC)	*q*value
**Immune-related**					
*ifih1*	Melanoma differentiation associated gene 5	7.12	43.04	-2.60	0.02
*dhx58*	DExH-box helicase 58	4.68	57.78	-3.63	4.11×10^-3^
*irf3*	Interferon regulatory factor 3	19.52	219.04	-3.94	0.01
*trim25*	E3 ubiquitin	0.59	4.88	-3.06	9.70-06
*atp6v1e1*	V-type proton ATPase subunit E 1	14.22	4.52	1.65	1.69×10^-3^
*tap1*	Antigen peptide transporter 1	6.86	30.28	-2.14	0.02
*tap2*	Antigen peptide transporter 2	3.02	21.42	-2.83	0.02
*cd209*	CD209 antigen	13.92	159.35	-3.52	2.09×10^-4^
*hsp90a.1*	Heat shock protein HSP 90-alpha 1	2.25	36.40	-4.01	3.61-07
*nlrc3*	NLR family CARD 3	0.45	3.86	-3.12	1.69×10^-3^
*nlrp3*	NACHT, LRR and PYD domains 3	1.93	9.39	-2.28	0.02
**Metabolism related**					
*gstp1*	Glutathione S-transferase P1	21.06	6.22	1.76	6.61×10^-4^
*nampt*	Nicotinamide phosphoribosyltransferase	3.50	37.74	-3.43	5.94×10^-4^
*naprt*	Nicotinate phosphoribosyltransferase	0.19	1.04	-2.48	1.72×10^-3^
*cd38*	Cyclic ADP-ribose hydrolase 1	0.82	6.18	-2.91	0.02

**Figure 6:**
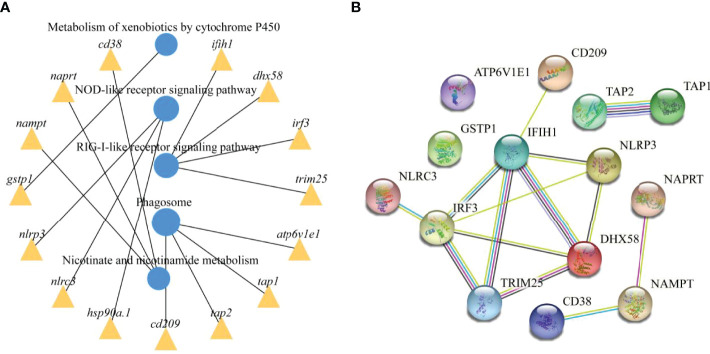
Immune and metabolism-related pathways and genes interactions. **(A)** Enrichment of DEmRNAs in corresponding pathways and interaction of immune and metabolism-related pathways. **(B)** PPI network analysis of the immune and metabolism-related genes identified in this study based on STRING database.

### ceRNA Regulatory Networks Construction

To reveal the global regulatory network of immune-related mRNAs and ncRNAs, two ceRNA regulatory networks were constructed using DEmRNAs, DElncRNAs, DEcircRNAs and DEmiRNAs based on ceRNA theory. 

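The mRNAs of the lncRNA network were traced to Table S4 through the transcripts of Table S7. For irf3 (XM_021600499.1), the 3 YR_S libraries had 19.5 ± 20.1 FPKM (SD, n = 3) and the 3 WR_S libraries 219.0 ± 182.3 (SD, n = 3). The difference in mean log2(FPKM + 0.1) was -2.86 (two-sided exact permutation test, p = 0.2, n = 3 against 3), and WR_S3, with 10.1 FPKM, lay within the range of the YR_S libraries. Without WR_S3 it was -4.53, and with any other library left out it stayed between -3.67 and -1.98. The tap2 transcript of the network (NM_001124243.1) had 3.68 ± 0.83 FPKM (SD, n = 3) in YR_S and 8.77 ± 4.06 (SD, n = 3) in WR_S, a log2 difference of -1.12 (exact permutation test, p = 0.2). This difference was -0.85 without WR_S1, -0.91 without WR_S2 and -1.59 without WR_S3, so that its size of at least 1 rests on single libraries. The gstp1 transcript of the network (XM_021561454.1) had 127.1 ± 30.3 FPKM (SD, n = 3) in YR_S and 55.0 ± 15.3 (SD, n = 3) in WR_S, with every YR_S library above every WR_S library (exact permutation test, p = 0.1). Its log2 difference of 1.21 stayed between 1.03 and 1.42 with 1 library left out. The transcripts of both tap2 and gstp1 in the network are not those whose values Table 1 gives.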

By using lncRNA as a decoy, miRNA as the center, and mRNA as the target, 326 lncRNA-miRNA-mRNA interactions were finally obtained, including 88 upregualted and 106 downregulated lncRNAs, 4 upregulated and 3 downregulated miRNAs, 1 upregulated (*gstp1*) and 4 downregulated mRNAs (*ifih1*, *dhx58*, *irf3* and *tap2*) (**Figure 7** and **Table S7**). By using circRNA as a decoy, miRNA as the center, and mRNA as the target, resulting in finally 3061 interaction relationships of circRNA-miRNA-mRNA. There are 20 upregulated and 2 downregulated circRNAs, 1 upregulated and 17 downregulated miRNAs, and 963 upregulated and 177 downregulated mRNAs. It is worth mentioning that two circRNAs (circRNA5277 and circRNA5279) were predicted to interact with *tap2* through oni-mir-124a-2-p5_1ss13GA. The circRNA-miRNA-mRNA network was shown in **Figure 8** and **Table S8**.

**Figure 7:**
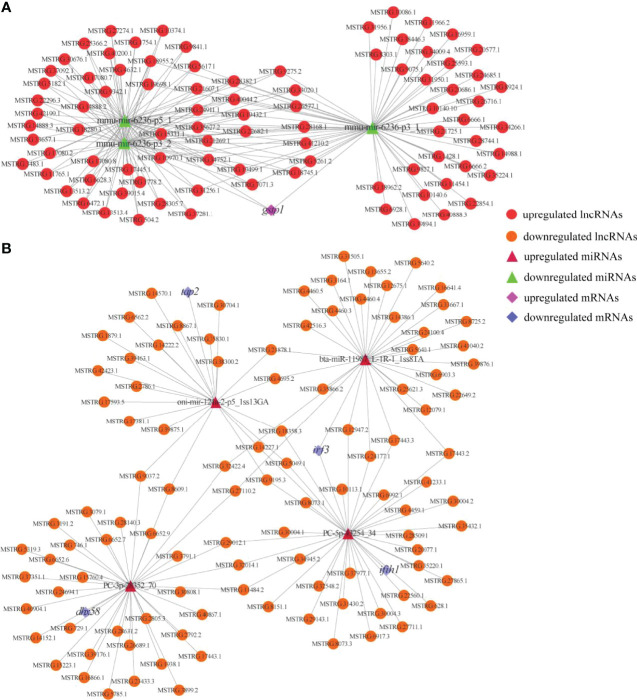
Immune and metabolism-related DElncRNA-DEmiRNA-DEmRNA ceRNA networks. **(A)** A ceRNA network of metabolism-related gene. **(B)** A ceRNA network of immune-related genes. The red circles, green triangles and pink diamonds represent upregulated DElncRNAs, downregulated DEmiRNAs and upregulated DEmRNA, respectively. The yellow circles, wine red triangles and blue diamonds represent downregulated DElncRNAs, upregulated DEmiRNAs and downregulated DEmRNAs, respectively.

**Figure 8:**
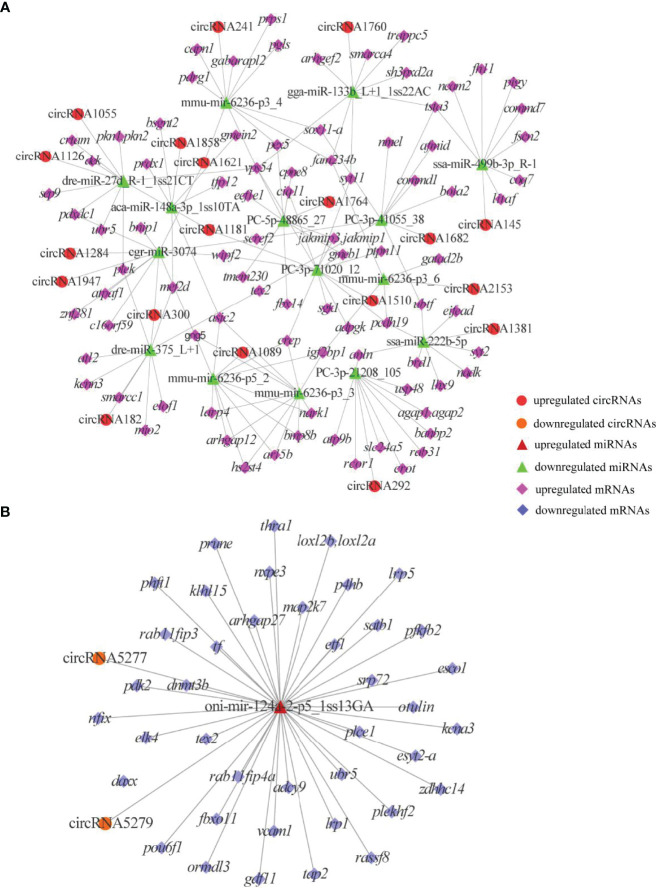
DEcircRNAs-mediated ceRNA networks. **(A)** A ceRNA network of upregulated genes. **(B)** A ceRNA network of downregulated genes. The red circles, green triangles and pink diamonds represent upregulated DEcircRNAs, downregulated DEmiRNAs and upregulated DEmRNAs, respectively. The yellow circles, wine red triangles and blue diamonds represent downregulated DEcircRNAs, upregulated DEmiRNAs and downregulated DEmRNAs, respectively.

### Validation of RNA-Seq Data by qRT-PCR

qRT-PCR was performed on 14 DEmRNAs and six DEncRNAs to validate the expression patterns that were identified by RNA-seq. The results showed that qRT-PCR expression patterns were consistent with the RNA-seq data (**Figure 9**), and the statistical analysis showed correlation of R = 0.938 between the two types of analysis, confirming the reliability of the RNA-seq data.

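The 13 genes of Table 1 measured by qRT-PCR were traced through the transcripts named with the primers in Table S1, and the qRT-PCR values themselves were not analysed here. In the FPKM per library of Table S4, 11 of the 13 transcripts were lower and 2 were higher in YR_S. For 3 transcripts the groups did not overlap, and for 10 of the 11 lower ones WR_S3 was not above every YR_S library, although WR_S1 and WR_S2 were for all 11. For 2 genes the primer transcript is not the transcript of Table 1. That of trim25 (XM_021626045.1) differed by -2.72 in mean log2(FPKM + 0.1) (two-sided exact permutation test, p = 0.2), and by -4.32 without WR_S3 and -1.78 without WR_S2. That of cd209 (XM_021562202.1) differed by -1.94 (exact permutation test, p = 0.3), and by -3.12 without WR_S3.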

**Figure 9:**
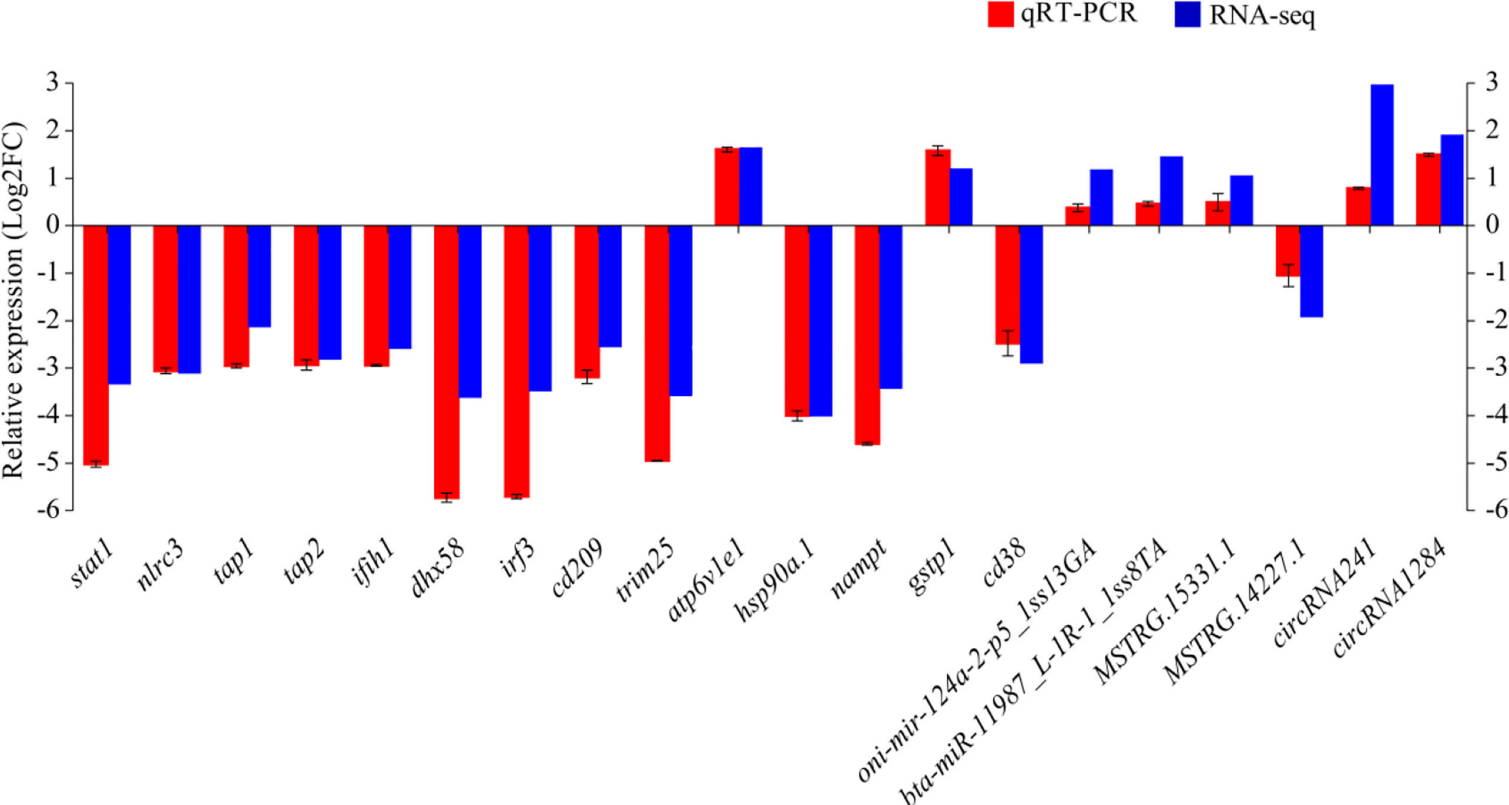
The differential expression of mRNAs and ncRNAs in RNA-seq was validated by qRT-PCR. Fold-change of qRT-PCR data represents the ratio of target gene expression values for YR_S vs. WR_S after normalization against *β-actin*/U6.

## Discussion

Fish skin, considered the largest immunologically active organ, provides a crucial physiological barrier against external pathogens and environmental stresses (14, 43). Rainbow trout are widely cultured throughout the world for commercial aquaculture. However, little is known about differences in immunity between WR_S and YR_S in a natural flowing water pond culture environment. Recently, a growing number of ncRNAs, including miRNAs, lncRNAs and circRNAs, have been shown to have vital regulatory roles in gene expression networks that influence numerous biological processes, especially immune regulation (20). To better understand the difference in innate immunity between WR_S and YR_S, we systematically compared the whole transcriptome of their skin, and thousands of dysregulated transcripts were identified, including 2448 mRNAs, 1630 lncRNAs, 22 circRNAs and 50 miRNAs. Furthermore, a set of potential mRNAs and ncRNAs involved in the immune regulation were selected to construct lncRNA-miRNA-mRNA and circRNA-miRNA-mRNA co-expression networks. The findings facilitate our understanding of the innate immune system of rainbow trout, and lay the foundation for further study of immune mechanisms and disease resistance breeding.

The RIG-I like receptor signaling pathway was significantly enriched in this study, indicating its importance in the skin defence system. Three members of the RLR family (*ddx58*, *ifih1* and *dhx58*) have been identified in mammals (44), but *ddx58* is limited to ancient fish such as grass carp (*Ctenopharyngodon idella*), common carp (*Cyprinus carpio*), zebrafish and goldfish (*Carassius auratus*). *ifih1* and *dhx58* are present in most common fish including rainbow trout (45, 46). 

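The reference gene table holds 1 gene with the symbol or synonym ddx58, with 1 transcript. Neither this transcript nor a gene named ddx58 or rigi is among the 3373 changed genes of the authors' deposited table or the rows held from Table S4. Because both sources list changed genes only, they do not show whether ddx58 was expressed. The authors' deposited table lists 1 changed transcript of ifih1 and 1 of dhx58.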

Our current results are consistent with those of previous studies; *ifih1* and *dhx58* were identified, but *ddx58* was not. *ifih1* in teleost has been proved to play a key role in antiviral immunity, which senses the cluster signal of TLRs infected with RNA virus and initiates innate immune signaling cascades, thereby activating NF-κB- and IRF3/IRF7-mediated IFN response and establishing an antiviral state (40, 47). Rainbow trout *dhx58* acts as a positive regulator for IFN production through facilitating interaction between IFIH1 and RNA viruses (46, 48). The overexpression of *ifih1* can provide protection for Japanese flounder (*Paralichthys olivaceus*) against the invasion of infectious pancreatic necrosis virus and hirame rhabdovirus (49). In European sea bass (*Dicentrarchus labrax*), both *ifih1* and *dhx58* were upregulated upon infection with betanodaviruses (50). Similarly, overexpression of *trim25* severely reduced the transcription of viral genes and increased the expression of IFN-related molecules in orange spotted grouper (51). Consequently, upregulation of these genes in the RIG-I like receptor signaling pathway suggests that WR_S may possess stronger antiviral activity than YR_S in the natural flowing water pond culture environment. 

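In the libraries behind this comparison, ifih1 (XM_021578585.1, NM_001195179.1) had 7.12 ± 5.46 FPKM (SD, n = 3) in YR_S and 43.0 ± 35.9 (SD, n = 3) in WR_S. The difference in mean log2(FPKM + 0.1) was -2.16 (two-sided exact permutation test, p = 0.2), larger than the pooled SD of 1.62. It was -3.32 without WR_S3, which had 5.29 FPKM, and -1.41 without WR_S2, which had 76.7. For dhx58 (XM_021624831.1), the means were 4.68 ± 3.41 FPKM (SD, n = 3) in YR_S and 57.8 ± 49.6 (SD, n = 3) in WR_S, with a log2 difference of -2.70 (exact permutation test, p = 0.3). This became -4.41 without WR_S3, which had 2.33 FPKM, and -1.74 without WR_S2. For trim25 (XM_021578356.1), the means were 0.586 ± 0.416 FPKM (SD, n = 3) in YR_S and 4.88 ± 2.40 (SD, n = 3) in WR_S, and every WR_S library was above every YR_S library (exact permutation test, p = 0.1). Its log2 difference of -2.88 stayed between -3.39 and -2.49 with 1 library left out. Of the lower genes that the paper's Table S6 lists under the RIG-I-like receptor signaling pathway, 18 were among the rows held from Table S4. In 7 of them every WR_S library was above every YR_S library (10% by chance in unselected genes, and 68.8% of all lower rows held), and in the other 11 WR_S3 was the only exception. The paper draws on the higher expression of these genes in WR_S and on their antiviral roles in rainbow trout (dhx58) and other fish. From these it proposes that WR_S may have a stronger antiviral activity in the pond.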

In the analysis of lncRNA-miRNA-mRNA network, it was found that 136 lncRNAs were identified to target *ifih1*, *dhx58* and *irf3* by binding to PC-5p-43254_34, PC-3p-28352_70 and bta-miR-11987_L-1R-1_1ss8TA. Among these three miRNAs, bta-miR-11987_L-1R-1_1ss8TA has been reported to be essential for the anti-cancer activity (52). Besides, lncRNAs like MSTRG.11484.2, MSTRG.32014.1 and MSTRG.29012.1 have a one-to-one regulatory relationship with *ifih1*, *dhx58* and *irf3*, respectively, suggesting they participate in the process of immune responses *via* RIG-I like receptor signaling pathway.

In addition to IFN response, inflammatory response is also a self-defense process that fights the pathogen invasion by eliminating harmful stimuli. 

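In the dorsal skin libraries, hsp90a.1 (XM_021612439.1) had 2.25 ± 0.85 FPKM (SD, n = 3) in YR_S and 36.4 ± 35.0 (SD, n = 3) in WR_S, with every WR_S library above every YR_S library (two-sided exact permutation test, p = 0.1). Its difference in mean log2(FPKM + 0.1) was -3.50 and stayed between -4.26 and -2.71 with 1 library left out. A second transcript of hsp90a.1 in the authors' deposited table is also lower in YR_S, with a log2 fold change of -1.32. For nlrp3 (XM_021610651.1), the 3 YR_S libraries had 1.93 ± 0.55 FPKM (SD, n = 3) and the 3 WR_S libraries 9.39 ± 7.13 (SD, n = 3). WR_S3 had 1.16 FPKM, below every YR_S library, and the log2 difference of -1.64 (exact permutation test, p = 0.4) differed little from the pooled SD of 1.43. It was -2.78 without WR_S3, -1.06 without WR_S2 and -1.07 without WR_S1. In the NOD-like receptor signaling pathway, 52 changed genes are lower and 9 higher in YR_S in the authors' deposited table (two-sided Fisher's exact test of direction, p = 7.57e-05, adjusted p = 0.00149). With 1 transcript kept per KEGG orthology entry, chosen after the data were seen, 15 were lower and 4 higher (Fisher's exact test, adjusted p = 0.478), and the adjusted p was 0.0458 and 0.00150 under the other alternatives, chosen at the same point.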

Upregulated genes included one heat shock protein 90 (HSP90) family member (*hsp90a.1*) and two NLRs (*nlrp3* and *nlrc3*), all of which are involved in the immune response NLR signaling pathway that triggers inflammatory response *via* the activation caspase-1 and the release of cytokines (53). *nlrp3* is an important part of the inflammasome, and SGT1-HSP90 complexes work together to maintain its pre-activated stable state. When encountering irritation, *nlrp3* is separated from complexes and activated to induce caspase-1 through changes in *hsp90*, and it regulates the maturation of cytokines IL-1β and IL-18 to trigger inflammatory response (54–56). Anti-immunotoxic effects of *nlrp3* upon increased expression have been demonstrated in grass carp (57). Additionally, recombinant IL-1β can increase the number of leucocytes and phagocytes, and lysozyme activity in rainbow trout (58). Therefore, upregulation of *nlrp3* may contribute to improving defences in WR_S together with *sgt1-hsp90*. Furthermore, previous research showed that expression of *hsp90* was upregulated under heat stress in rainbow trout (39, 59), which implies that WR_S may have better immune defences than YR_S, resulting in greater capacity for dealing with heat stress. However, *nlrc3* was also upregulated in WR_S, which has a negative effect on inflammatory response (60). 

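The nlrc3 transcript of Table 1 (XM_021591692.1) had 0.445 ± 0.197 FPKM (SD, n = 3 libraries) in YR_S and 3.86 ± 3.02 (SD, n = 3) in WR_S, a difference in mean log2(FPKM + 0.1) of -2.29 (two-sided exact permutation test, p = 0.2). WR_S3 had 0.422 FPKM, within the range of the YR_S libraries, and the difference was -3.43 without it. With any other library left out, it stayed between -2.57 and -1.65. Of the 4 transcripts named nlrc3 in the authors' deposited table, 3 are lower in YR_S, and the fourth is higher with a log2 fold change of 1.39.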

Although inflammation is a protective immune response against external environmental stresses, excessive inflammation can cause damage to the body, and it can be stimulated or suppressed by heat shock proteins *via* changes in other molecules (2, 61). In humans (*Homo sapiens*), expression levels of *nlrc3* were higher in healthy tissues than in cancerous tissues (62). These results indicate that excessive inflammatory response may be inhibited directly or indirectly through *hsp90* genes to protect the body of WR_S.

Phagolysosomes rely on a strongly acidic environment and associated complex immune mechanisms to play an important role in eliminating pathogens, and *V-ATPases* are essential for the formation of the highly acidic environment and bactericides such as H_2_O_2_ in phagolysosomes (63). 

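In dorsal skin, atp6v1e1 (XM_021577210.1) had 14.2 ± 1.7 FPKM (SD, n = 3) in YR_S and 4.52 ± 1.86 (SD, n = 3) in WR_S, and every YR_S library was above every WR_S library (two-sided exact permutation test, p = 0.1). Its difference in mean log2(FPKM + 0.1) of 1.70 stayed between 1.51 and 2.01 with 1 library left out. The authors' deposited table lists another transcript of atp6v1e1, also higher in YR_S, with a log2 fold change of 1.15.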

In the present study, *atp6v1e1* was downregulated in WR_S, suggesting that the ability to remove and digest ingested pathogens in phagolysosomes may be diminished (64). 

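The phagosome pathway has 59 genes in the paper's Table S6, 34 lower and 25 higher in YR_S. Of the 22 higher genes among the rows held from Table S4, all 22 had groups that do not overlap, and of the 28 lower genes, 20 did. By chance 10% of unselected genes do, and among all rows held, selected for a difference, 98.5% of the higher and 68.8% of the lower ones do. For tap1 (XM_021559784.1), YR_S had 6.86 ± 3.90 FPKM (SD, n = 3) and WR_S 30.3 ± 21.9 (SD, n = 3), a difference in mean log2(FPKM + 0.1) of -1.76 (two-sided exact permutation test, p = 0.2), or -2.75 without WR_S3. For tap2 (XM_021572003.1), YR_S had 3.02 ± 2.96 FPKM (SD, n = 3) and WR_S 21.4 ± 17.3 (SD, n = 3), a log2 difference of -2.44 (exact permutation test, p = 0.2), or -3.72 without WR_S3. WR_S3, with 5.36 FPKM of tap1 and 2.06 of tap2, lay within the range of the YR_S libraries for both. A transcript described as an MHC class I alpha chain (XM_021571998.1) had 0.148 ± 0.157 FPKM (SD, n = 3) in YR_S and 27.4 ± 5.3 (SD, n = 3) in WR_S, with no overlap between the groups (exact permutation test, p = 0.1). Its log2 difference of -6.95 stayed between -7.44 and -6.67 with 1 library left out, and it was -4.62 with a pseudocount of 1 and -7.88 with 0.01. MHC class II transcripts went the other way, with log2 differences of 1.93 for H2-Eb1 (XM_021569415.1) and 1.65 for HLA-DPA1 (XM_021569416.1) and no overlap between the groups for either (exact permutation test, p = 0.1 for each). Without WR_S3 these were 1.49 and 1.25, and without YR_S1 they were 1.60 and 1.18. The class II transcripts were chosen after their values were seen.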

Besides, we also identified some adaptive immune molecules in the phagosome pathway, including *tap1*, *tap2* and *mhci*, all of which were upregulated in WR_S. Once pathogens are phagocytosed by dendritic cells, peptides from these antigens are carried from the cytosol to the endoplasmic reticulum (ER) by *tap1* and *tap2*, which bind to *mhci* to form the peptide-MHCI complex, and this presents the antigens to cytotoxic CD8^+^ T-cells (CTLs) that kill MHCI-matched infected cells in teleost fish (65–67). Knockout and mutation of *tap1 *and *tap2* significantly reduce the number of MHCI complexes, which results in autoimmune disorder and susceptibility to infections (66, 68), indicating that timely shipment of antigens to CTLs *via* TAPs is crucial in preserving the normal functions of the immune system. Previous studies on infected skin of orange spotted grouper (12) and rabbitfish (13) showed that *tap1*, *tap2*, *mhci* and *cd209* were upregulated in infected samples, suggesting that more antigens were displayed to CTLs through increased expression of *taps* in the defence against pathogens. In zebrafish, *cd209* blockade inhibits T cell activation (69). It is therefore interesting that *cd209* was also upregulated in WR_S in the present work, which indicates that CTLs are more active. 

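The cd209 values of Table 1 belong to a transcript (NM_001124633.1) that the authors' deposited table names COLEC12. It had 13.9 ± 6.9 FPKM (SD, n = 3 libraries) in YR_S and 159.4 ± 151.0 (SD, n = 3) in WR_S, with every WR_S library above every YR_S library (two-sided exact permutation test, p = 0.1). Its difference in mean log2(FPKM + 0.1) was -3.11, with a range of -3.97 to -2.31 when 1 library was left out. The transcript named CD209 in the authors' deposited table (XM_021562202.1) had 21.6 ± 6.6 FPKM (SD, n = 3) in YR_S and 127.0 ± 96.7 (SD, n = 3) in WR_S, where WR_S3, with 15.4 FPKM, lay within the range of the YR_S libraries. From the higher cd209 expression in WR_S and reports that its blockade inhibits T cell activation in zebrafish, the paper reasons that cytotoxic T cells are more active in WR_S.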

Taken together, upregulation of these genes suggests that innate and adaptive immune responses in phagosome may be a major part of the immune defences in YR_S and WR_S, respectively. From the result of the circRNA-miRNA-mRNA network, we found that circRNA5279 and circRNA5277 were co-expressed with *tap2* through competitively binding with oni-mir-124a-2-p5_1ss13GA. Mir-124a was identified as a key factor in regulating T cell activation and differentiation (70, 71). A recent report showed that reduced level of mir-124a is associated with increased proinflammatory mediator expression in mice (*Mus musculus*) (72). These results implied that circRNA5279 and circRNA5277 may play an important role in skin immunity of rainbow trout.

In addition to being the largest immune organ, fish skin is also considered a metabolically active tissue (4). In recent years, numerous metabolic biomarkers that regulate immune responses have been identified in fish, demonstrating that the immune response is closely related to metabolism. In the present study, many DEmRNAs were enriched in metabolic pathways, indicating that differential expression of these genes may be responsible for differences in immunity between WR_S and YR_S. 

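Among metabolic pathways in the authors' deposited table, oxidative phosphorylation had 5 lower and 19 higher genes in YR_S (two-sided Fisher's exact test of direction, p = 6.07e-05, adjusted p = 0.00149). Purine metabolism had 14 lower and 30 higher genes and pyrimidine metabolism 9 lower and 18 higher genes in the authors' deposited table (Fisher's exact test, adjusted p = 0.00149 and 0.0363). Glutathione metabolism had 6 lower and 11 higher genes in the authors' deposited table (Fisher's exact test, p = 0.0417, adjusted p = 0.149), with the largest change, a log2 fold change of -2.43, on a line of 3 transcripts named Rffl. Metabolism of xenobiotics by cytochrome P450 had 7 lower and 9 higher genes in the authors' deposited table (Fisher's exact test, p = 0.196, adjusted p = 0.439), with cyp1a1 the largest at -2.78. Under alternatives chosen after the data were seen, oxidative phosphorylation had with 1 transcript kept per KEGG orthology entry 5 lower and 16 higher genes (Fisher's exact test, adjusted p = 0.0622), and with a mean of at least 2 FPKM 5 and 18 (Fisher's exact test, adjusted p = 0.00222). The paper proposes that differential expression of metabolic genes underlies differences in immunity between WR_S and YR_S.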

Besides, 88 lncRNAs were localized in the metabolism-related pathways and competitively targeted mmu-mir-6236-p3_1, mmu-mir-6236-p3_2 and mmu-mir-6236-p5_1, which regulated *gstp1*. 

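The gstp1 transcript of Table 1 (XM_021584181.1) had 21.1 ± 0.6 FPKM (SD, n = 3 libraries) in YR_S and 6.22 ± 2.03 (SD, n = 3) in WR_S. Every YR_S library was above every WR_S library (two-sided exact permutation test, p = 0.1). The difference in mean log2(FPKM + 0.1) was 1.79, with a range of 1.57 to 2.03 when 1 library was left out. A further gstp1 transcript in the authors' deposited table is lower in YR_S, with a log2 fold change of -1.47. The paper's Table S6 lists 10 glutathione metabolism genes, 2 lower and 8 higher in YR_S. Of these, 6 were among the rows held from Table S4, and all 6 were higher in YR_S without overlap between the groups, as are 98.5% of all higher rows held (10% by chance in unselected genes).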

We found that expression of *gstp1* was upregulated in YR_S. GSTs are related to the metabolism of xenobiotics by cytochrome P450, and to glutathione metabolism. Previous studies found that exposure of zebrafish and Nile tilapia (*Oreochromis niloticus*) to certain concentrations of endosulfan and metals (Cd, Cu, Cr, Pb and Zn) can result in the upregulation of GSTs (73, 74), which may indicate that YR_S are more susceptible to xenobiotics in the natural pond culture environment. Moreover, many xenobiotics without inherent immunotoxicity can be converted into highly immunotoxic metabolites by cytochrome P450 enzymes, and their activity can be downregulated by inflammatory cytokines in fish (75). Thus, upregulation of pro-inflammatory genes in WR_S suggests that the metabolic rate of xenobiotics may be slowed.

Upregulation of *nampt*, *naprt* and *cd38* were also detected in WR_S, and these genes function in nicotinate and nicotinamide metabolism, as well as NAD biosynthesis. Furthermore, two GO terms were assigned to NAD+ADP-ribosyltransferase activity (in the molecular function category) and NAD biosynthetic process (in the biological processes category), the former of which was the most significantly enriched among all GO terms. 

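For nampt (XM_021577854.1), the 3 YR_S libraries had 3.50 ± 2.18 FPKM (SD, n = 3) and the 3 WR_S libraries 37.7 ± 30.2 (SD, n = 3), a difference in mean log2(FPKM + 0.1) of -2.86 (two-sided exact permutation test, p = 0.2). WR_S3, with 4.10 FPKM, lay within the range of the YR_S libraries, and the difference was -4.08 without it. For naprt (XM_021604532.1), YR_S had 0.187 ± 0.103 FPKM (SD, n = 3) and WR_S 1.04 ± 0.64 (SD, n = 3), with no overlap between the groups (exact permutation test, p = 0.1) and a log2 difference of -1.89. For cd38 (XM_021562832.1), YR_S had 0.824 ± 0.696 FPKM (SD, n = 3) and WR_S 6.18 ± 5.11 (SD, n = 3), a log2 difference of -2.28 (exact permutation test, p = 0.3). WR_S3 had 0.538 FPKM of cd38, and without it the difference was -3.55. All 4 transcripts of nampt in the authors' deposited table are lower in YR_S. Nicotinate and nicotinamide metabolism as a whole had 10 lower and 6 higher genes in the authors' deposited table, a share close to that of the other annotated genes (two-sided Fisher's exact test of direction, p = 1), and its largest log2 fold change was -5.02, of nmnat2, for which WR_S3 lay within the range of the YR_S libraries. Of the 8 lower genes that Table S6 of the paper lists for it and that were held from Table S4, 1 had groups without overlap, against 68.8% of all lower rows held and 10% by chance in unselected genes. In 6 of the others WR_S3 was the only exception, and 7 of the 8 were at least 2-fold lower in YR_S without WR_S3 and all 8 without WR_S1 or WR_S2.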

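All 18 genes that the paper's Table S5 lists under NAD+ADP-ribosyltransferase activity are lower in YR_S. Of these, 9 were among the rows held from Table S4, and in each of the 9 WR_S1 and WR_S2 were above every YR_S library and WR_S3 was not. All 9 were at least 2-fold lower in YR_S with any 1 WR_S library left out. In the authors' deposited table, 25 genes with this term are lower and 0 are higher in YR_S (two-sided Fisher's exact test of direction, p = 3.19e-06, adjusted p = 9.53e-05), the largest log2 fold change being -4.12, of PARP12, for which WR_S3 was below every YR_S library and the log2 ratio was -5.19 without YR_S1. Its adjusted p by Fisher's exact test was 5.85e-05 and 0.00287 under a mean of at least 2 FPKM and a printed p of 0.01 or less. Only 4 of the 25 have a KEGG orthology entry, so keeping 1 transcript per entry left 22 of them (Fisher's exact test, adjusted p = 0.000128) and removed few copies. With those without an entry also reduced to 1 per gene name, 15 were lower and 0 higher (Fisher's exact test, adjusted p = 0.00394), and with them left out the genes were too few to test. These alternatives were chosen after the data were seen. For NAD biosynthetic process, the authors' deposited table has 7 changed genes, all lower in YR_S.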

NAMPT and NAPRT are rate-limiting enzymes that catalyse the synthesis of NAD from nicotinic acid and nicotinamide (the two main precursors), and their increased activity can accelerate the rate of NAD synthesis (76, 77). Studies have shown that enhancing NAD synthesis can hinder the spread of various diseases and alleviate adverse inflammatory response (78, 79). Additionally, NADH can reduce O_2_ to H_2_O_2_, and the activity of cytochrome P450 enzymes is suppressed by nicotinamide (71, 80). Hence, the upregulation of *nampt* and *naprt* plays an essential role in protecting the body against environmental stress in WR_S. *cd38* is a major consumer of NAD, which can be degraded into nicotinamide, and lacking *cd38* displays an increase in NAD content (78). In mice, inhibition of *nampt* results in a decrease in *cd38* activity (81). Therefore, upregulation of *cd38* may be increased along with *nampt* and *naprt* in WR_S.

Melanocytes, melanin-producing cells located in the superficial layers of skin, are very important components of the innate and adaptive immune responses of fish skin. In the process of skin melanisation caused by black melanin, numerous toxic intermediate compounds are generated, including quinones (dopaquinone, indolequinones and semiquinones) and various ROS with strong antimicrobial properties (82). The stratum corneum can also be acidified in black skin when melanosomes of melanocytes are transported to keratinocytes on the outside of the epidermis, where the acidic environment is conducive to antimicrobial function (83). Additionally, pattern recognition receptors (PRRs) composed of RLRs, NLRs and TLRs are expressed on melanocytes, which can induce the production of type I IFNs, cytokines (IL-1β, IL6 and TNF-a) and chemokines to stimulate immunity (84). Moreover, melanomacrophages, T cells and MHC class II cells are present in the black spots of salmon, and melanocytes function similarly to antigen-presenting cells in human (82, 85). Individuals with white skin were found to be more susceptible to infections than those with black skin (86), indicating that melanocytes may play important roles in the battle against pathogenic microorganisms *via* innate and adaptive immune responses and maintenance of skin homeostasis. In addition to melanocytes, carotenoids contribute to a more robust immune response by protecting phagocytic cells from autooxidative damage, stimulating effector T-cell function, and enhancing T- and B-lymphocyte proliferation (87). Xanthophores contain lots of carotenoids, suggesting that the number of xanthophores is positively correlated with immunity. Thus, the large number of melanocytes and xanthophores present in the skin of WR_S may strengthen the skin mucosal immune system. Additionally, the microbiome inhabiting fish skin mucus is crucial for immune function in the mucosal epithelia. Several studies have reported differences in disease-resistant and susceptible fish that are correlated with differences in the skin microbiome (6, 88–90). Furthermore, 16S rRNA analysis revealed differences in microbiome composition between melanin-deposited and pseudo-albino skin in fatfish (*Pleuronectiformes*) (91). Similar results were also found in frogs (*Agalychnis callidryas*) and humans, showing that the skin microbiome composition varies with skin colour (92, 93). Therefore, the skin immune status of WR_S and YR_S may be affected by differences in the microbiome, but further studies are needed to confirm this.

## Conclusion

In the present study, the skin expression profiles of mRNAs, lncRNAs, circRNAs and miRNAs were detected by whole transcriptome sequencing to explore differences in immunity between WR_S and YR_S in a natural flowing water pond culture environment. After differential expression analysis, a great number of key immune-related DEmRNAs and DEncRNAs were identified, and cluster analysis showed that most of the DEmRNAs were implicated in immune and metabolism-related pathways. In addition, two co-expression networks (lncRNA-miRNA-mRNA and circRNA-miRNA-mRNA) were constructed to better understand the regulatory relationships of these mRNAs and ncRNAs. These results broaden our understanding of the innate immune system between these two phenotypically distinct variants, and provide a basis for further study of immune mechanisms and resistance breeding in rainbow trout.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, accession ID: GSE153997.

## Ethics Statement

The studies involving human participants were reviewed and approved by Gansu Agricultural University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Gansu Agricultural University.

## Author Contributions

SW wrote the manuscript. JH designed the experiment. YL and ZL conducted data analysis. LZ collected samples. All authors contributed to the article and approved the submitted version.

## Funding

This work was financially supported by the National Natural Science Foundation of China (Grant No. 31760755), the Fuxi Youth Talent Training Program of Gansu Agricultural University (Grant No. Gaufx-02Y08).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

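Skin RNA of 3 wild-type (WR_S) and 3 yellow mutant (YR_S) rainbow trout was measured, with 1 library per fish named WR_S1 to WR_S3 and YR_S1 to YR_S3. The groups follow the sample labels and the paper's Methods. The small RNA libraries, lncRNAs, circRNAs and qRT-PCR of the paper were not analysed here.

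The authors removed adapters and low-quality reads with cutadapt, aligned the reads with Bowtie2 and Tophat2, assembled transcripts with StringTie, and estimated FPKM with StringTie and Ballgown, and the deposited FPKM columns are the mean of the 3 libraries of each group. The fold change deposited by the authors is the ratio of the mean in YR_S to the mean in WR_S, given as infinite where 1 mean is 0. The log2 column deposited by the authors is the log2 of that ratio, so a negative value is lower in YR_S. The p-value column deposited by the authors is an unadjusted p-value rounded in print, and the authors name DESeq2 as their test. Whether this column comes from that test could not be checked. The authors' deposited table has 38226 lines, of which 3373 hold a gene with values, all of them changed genes with an absolute log2 fold change of at least 1 and a printed p-value of 0.05 or less. No column of the table holds values per library, so no linear model was fitted, no gene was tested across the table, and no camera or fry test of the marker lists was run.

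The FPKM of each library come from the paper's Table S4 and are the paper's values. Only the first 1998 of the 2448 rows of Table S4, which are sorted by the paper's adjusted p, could be read, so 450 rows were left out and no test of overlap or enrichment was made with it. The group means from Table S4 equal those of the authors' deposited table within 0.006 FPKM over 1709 shared transcripts. Tables S5 and S6 were used for the paper's genes of each GO term and KEGG pathway, Table S1 for the transcripts of the primers, Table S7 for those of the network and Table S2 for the reads per library.

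For the transcripts named in the text, the mean and SD of the 3 libraries of each group and the difference of the means of log2(FPKM + 0.1), YR_S minus WR_S, were computed. The groups were compared with a two-sided exact permutation test on these log2 values, which with 3 libraries against 3 cannot give a p under 0.1 and gives groups without overlap for 10% of unrelated genes. Each library was left out in turn. For GO terms and KEGG pathways, the numbers of lower and higher genes in the authors' deposited table were compared with those of all other annotated genes by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the terms with at least 10 changed genes and a threshold of 0.05. The background of this test is the changed genes, since a gene outside them has no direction in the table. The direction test was tested on simulated data with 50 draws of random directions, in which 3 pathways were given 95% of lower genes. It called 98.7% of these pathways, and it called a pathway in 2 of 50 draws without any such pathway. The 3 pathways were drawn from the larger ones only, so this share says nothing about pathways near 10 genes. Directions were drawn separately for each gene, so the draws do not show how often genes that change together are called. Genes were treated as independent, which transcripts of 1 gene and genes that change together in the same fish are not. The p of this test therefore does not measure the variation between fish.

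The genes named are the 15 of Table 1, mhci and ddx58, the 5 largest increases and 5 largest decreases among shared transcripts with groups that do not overlap with a mean of at least 1 FPKM and a mean above 0 in both groups, the 3 listed members of each marker list with the highest mean, and the largest change of each GO term or pathway among genes with a symbol and a mean above 0 in both groups. This rule, the marker lists and a first set of alternatives were written before the data were examined, although the values of Table 1 and Tables S4 to S6 had been seen. Outside this rule, hp, hpx, alb1, fga, cd28, H2-Eb1 and HLA-DPA1 were also named. The marker lists are melanocyte, xanthophore, iridophore, hepatocyte, skeletal muscle, erythrocyte, interferon-stimulated, T cell, macrophage and keratinocyte genes, matched by symbol.

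Genes were identified by the RefSeq transcript and the gene name on each line of the authors' deposited table, and 2204 of the 3373 transcripts were found in the reference gene table of the assembly USDA_OmykA_1.1. The gene ID of a line was not used, since it belonged to another gene than the transcript on 1307 lines and to the same gene on 592, and neither was the Swiss-Prot description. The GO and KEGG columns were checked through the genes of Tables S5 and S6 that match 1 line by name and log2 fold change. All 105 GO entries and all 1484 KEGG entries have the term on that line, and 1 and 24 have it on the next line.

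The paper's Table S2 gives 76301835 to 84421736 mapped reads per library. Counts per gene were not analysed here, so no counting error is given for a value, and a value of 0 is reported as listed at 0. The number of libraries limits the precision of each group. The alternatives tried were a pseudocount of 1 or 0.01 in place of 0.1, a mean of at least 0.5 or 2 FPKM, leaving out each library, and the replicate number as a block. A fold change of at least 4, a printed p-value of 0.01 or less, 1 transcript per KEGG orthology entry (1975 of the 3373 have one, and the others were all kept, reduced to 1 per gene name, or left out) and, for the terms, a mean of at least 2 FPKM were added after the data were seen. The direction test was chosen after the form of the deposited table was seen. The scripts used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.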

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

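The tests of explanations in this part were chosen after the result was seen. The direction test of pathways was chosen after the form of the deposited table was seen, and the marker lists were set earlier.

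Most transcripts of the hepatocyte list held from Table S4 lie mainly in WR_S3. In the part of Table S4 held here, 25 transcripts match the list, all lower in YR_S, and for 19 of them WR_S3 holds more than 90% of the sum of the WR_S libraries. The paper does not discuss this difference among its WR_S libraries. Of the 25 transcripts, 13 were listed at 0 in the other 5 libraries, while for 6 both WR_S1 and WR_S2 were above every YR_S library. Among the 19, the most abundant in WR_S3 were hpx (80.98 FPKM), c9 (65.65), c3 (XM_021561577.1, 56.41), alb1 (32.80) and fga (23.58). The most abundant transcript of the whole list, rbp4b, was in every library, with 308.1 to 402.8 FPKM in YR_S and 484.0 to 2847 in WR_S, so skin expresses part of the list. The paper's Table S2 gives WR_S3 the highest GC content of the libraries (51%) and the highest share of reads mapped to several places (31.15%). RNA of liver tissue in the WR_S3 sample is a candidate explanation for the 19 transcripts, and a difference of that fish in its skin is another. These cannot be told apart, because Table S4 was read before the list was written and holds only genes called different between the groups. For 18 transcripts, the 13 listed at 0 elsewhere and 5 more, neither WR_S1 nor WR_S2 was above every YR_S library, so the difference between YR_S and WR_S rests on 1 fish. Without WR_S3, 6 of the 25 were at least 2-fold lower in YR_S. For the remaining 7 transcripts, a difference between wild-type and yellow mutant skin stays open and untested.

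The changed transcripts of the pigment cell lists are higher in YR_S, in data the paper does not discuss. The paper states, from earlier work, that YR_S lacks melanocytes and has fewer xanthophores than WR_S. In the authors' deposited table, 3 transcripts of the melanocyte list and 5 of the xanthophore list are changed, and all 8 are higher in YR_S. They include slc24a5 (log2 fold change 1.52 in the authors' deposited table), MLANA (1.16) and Slc45a2 (1.05) for melanocytes and csf1r1 (1.37), gch1 (1.15) and BCO1 (1.21) for xanthophores. The line with the value of 1.21 names both Bola3 and BCO1. In the FPKM per library, slc24a5 was 16.0 ± 2.9 in YR_S and 5.58 ± 1.31 in WR_S, and slc45a2 was 3.72 ± 0.51 and 1.80 ± 0.11 (SD, n = 3 libraries), without overlap between the groups (two-sided exact permutation test, p = 0.1 for each). csf1r1 is also on the macrophage list. The KEGG pathway melanogenesis does not lean this way, with 12 lower and 5 higher genes in the authors' deposited table (two-sided Fisher's exact test of direction, p = 0.618, adjusted p = 0.878). A lower share of keratinocytes in the YR_S samples might raise the transcripts of other cells, and the 5 listed keratinocyte transcripts do have a median log2 fold change of -1.26. Of the lists of other cells, macrophage goes the same way, with 2 transcripts higher in YR_S. Skeletal muscle (10 lower, 1 higher), hepatocyte (13 lower) and T cell (1 lower) go the other way. A lower share of keratinocytes cannot be told apart from a change in the pigment cells themselves, because the table lists only changed genes and leaves out the unchanged members of every list. The mutant phenotype itself is the difference that the design names, and it stays open and untested.

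Oxidative phosphorylation leans towards YR_S, with 19 of its 24 changed genes higher, and the paper does not discuss it. Copies of the same gene listed as separate genes were tested as the whole cause by keeping 1 transcript per KEGG orthology entry. With this, 16 were still higher and 5 lower in YR_S (two-sided Fisher's exact test, p = 0.00137), which argues against copies as the whole cause, although the adjusted p rose from 0.00149 to 0.0622. Gene length was not examined and stays open, because only 65.3% of the changed transcripts and 17 of the 24 of the pathway have a gene length in the reference gene table, too few for a check. The authors' selection of changed genes and a difference in metabolism between wild-type and yellow mutant skin were not tested.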

How the results depend on the processing

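Alternatives with a fold change of at least 4, a printed p of 0.01 or less and 1 transcript per KEGG orthology entry (with transcripts without an entry kept, reduced to 1 per gene name or left out), a mean of at least 2 FPKM for the terms, and the leaving out of libraries for the 2-fold count of Table S4, were chosen after the data were seen. The direction test of the terms was chosen after the form of the deposited table was seen.

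The 3373 changed genes of the authors' deposited table became 1541 with a pseudocount of 1 and 1920 with a mean of at least 2 FPKM. With a printed p of 0.01 or less they were 2041, and with a fold change of at least 4 they were 860. A pseudocount of 0.1 or 0.01 and a mean of at least 0.5 FPKM gave 3145, 3360 and 3008. All of these keep part of the same list, so fewer genes pass by construction, and in each of the 4 smaller lists more genes were lower than higher in YR_S.

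Of the 15 genes of Table 1, 14 or 15 had an absolute log2 difference of at least 1 under every alternative, and 15 did with any library left out. The replicate number as a replicate block leaves a difference of means as it is, so it tests nothing here, and 12 of the 15 had the same direction in all 3 pairs. The residuals of libraries with the same number correlated with r of 0.33, -0.08 and 0.29 across genes, which gives no sign that the numbers pair the fish, and 3 pairs cannot give an exact sign-flip p under 0.25. Over 22 transcripts (those of Table 1, the primers, the network and the MHC) and 176 alternatives besides this block, 0 changed direction. A pseudocount of 1 or 0.01 moved 4 values by more than the SD between libraries, a limit that leaving out 1 of 3 libraries cannot pass. By more than 1.5 times, leaving out WR_S3 moved 10 transcripts (to between -4.53 and -2.75), leaving out WR_S2 moved 4 (to between -1.78 and -1.06) and leaving out WR_S1 moved 1 (to -1.07). Leaving out WR_S3 made the difference larger for all 17 transcripts lower in YR_S. The tap2 transcript of the network was under 1 in absolute value in 3 alternatives (-0.97 with a pseudocount of 1, -0.85 without WR_S1 and -0.91 without WR_S2). Outside the 22, the log2 ratio of c9 went from -5.87 to 0.66 without WR_S3. Without this library, 4 held transcripts of Table S4 changed direction.

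Of the marker lists, 5 had at least 3 listed transcripts all in 1 direction. With a fold change of at least 4, 2 did, since fewer transcripts were left. The other alternatives gave 4 or 5.

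The 15 genes with a mean of 0 in 1 group were 14 with a minimum of 0.1 FPKM. The 145 transcripts of Table S4 listed at 0 in 1 group were between 94 (without WR_S3) and 153 (without YR_S2) with a library left out. Requiring a value above 0 in all 3 libraries gave 66. At least 2-fold apart were 1842 transcripts of Table S4, and between 1629 and 1822 with a library left out.

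Of the terms that lean to 1 direction, the 14 KEGG pathways became 5 with a mean of at least 2 FPKM and 0 with 1 transcript per KEGG orthology entry, in all 3 forms, and 11 with a printed p of 0.01 or less. The 40 GO terms became 12 with a printed p of 0.01 or less and 34 with a mean of at least 2 FPKM. With 1 transcript per entry they were 30 where transcripts without an entry were all kept, 18 where these were reduced to 1 per gene name and 5 where they were left out. Each of these alternatives tests fewer genes, and the cause was not tested further.

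Not run were median-of-ratios scaling, quantile normalization, library weights, robust variance estimates, camera with an estimated correlation, fry, the removal of the fold threshold and tests on counts, since each needs values per library of genes outside the changed ones. For the same reason, the count of changed genes and the marker lists could not be recomputed with a library left out or a block. The depth behind each gene is unknown, so values near 0 carry an unknown counting error.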

Differences from the paper's values

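No test in this part was chosen after the result was seen, and the values here are counts and means set beside those of the paper.

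The paper states that 1320 genes were expressed only in WR_S and 1173 only in YR_S. Among the changed genes of the authors' deposited table, 10 have a mean of 0 in YR_S and 5 have a mean of 0 in WR_S. The paper's counts cover all expressed genes and those here only the changed ones. With a minimum of 0.1 FPKM, set before the data were examined, the counts also stay far from the paper's, at 9 and 5.

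The counts of changed genes in the authors' deposited table, 3373 with 1472 higher and 1901 lower in YR_S, lie within a factor of 1.5 of the paper's 2448, 1048 and 1400. The table is selected by an unadjusted p and the paper's count by an adjusted one. With a pseudocount of 1 the counts were 1541, 620 and 921, more than 1.5 times under the paper's. Of the 1998 rows held from the paper's Table S4, 289 are not in the authors' deposited table. The change of threshold alone cannot give this, because within 1 test a row past an adjusted threshold also passes the unadjusted one. The lists therefore differ in more than the adjustment, and the cause was not examined.

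All 30 group means of Table 1 equal those computed from Table S4 within 0.01 FPKM, and so do 14 of its 15 log2 fold changes. The exception is irf3, for which the paper gives -3.94 and the ratio of the paper's own means gives -3.49, as in the authors' deposited table.

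The paper names the same gene in places where the transcripts differ. The cd209 values of Table 1 are those of a transcript named COLEC12 in the authors' deposited table, and the primers of Table S1 are for the transcript named CD209, whose log2 fold change there is -2.56. The trim25 values of Table 1 and its primers also belong to different transcripts, with log2 fold changes of -3.06 and -3.59 in the authors' deposited table. The paper states that gstp1 was higher in YR_S, as 2 of its 3 transcripts in the authors' deposited table are, and the other has a log2 fold change of -1.47. The paper states that nlrc3 was higher in WR_S, as 3 of its 4 transcripts are, and the other has 1.39.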

Other observations

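All tests of explanations in this part were chosen after the result was seen. The marker lists were set earlier, and no test of a list as a set was run.

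Interferon-stimulated transcripts are near the YR_S level in WR_S3. The authors' deposited table has 36 changed transcripts of the interferon-stimulated list, all lower in YR_S, with a median log2 fold change of -2.58. The most abundant are rsad2 (8.90 FPKM in YR_S and 349.8 in WR_S in the authors' deposited table), the IFI44 transcript XM_021610516.1 (12.78 and 342.6) and the Ifi44 transcript XM_021565838.1 (12.13 and 186.4). Of the 22 held from Table S4, 3 had groups that do not overlap, against 68.8% of all lower rows held and 10% by chance in unselected genes, and in the other 19 WR_S3 was the only WR_S library not above every YR_S library. WR_S3 had a median of 7.23% of the mean of WR_S1 and WR_S2, whose own mean was 9.49 times the YR_S mean at the median. An exchange of WR_S3 with a YR_S library needs 1 YR_S library at the level of WR_S1 and WR_S2, if all wild-type fish share that level. For the 22 transcripts, no YR_S library reached WR_S1 or WR_S2, and the highest had a median of 18.2% of their mean. The authors selected the 22 as lower in YR_S, which favours this. They argue against an exchange only within that limit. A wrong label of WR_S3 alone needs no such library, but it needs WR_S3 at the YR_S level in the other changed transcripts too. Of the transcripts higher in YR_S, 828 of 841 separate the groups with WR_S3 on the WR_S side. Of the 1157 lower ones, 796 do, and for 260 WR_S3 is the only WR_S library not above every YR_S library. The authors selected these transcripts for a difference between the groups as labelled, which favours a separation. The 260 show that this selection did not force one among the lower transcripts. The 796 therefore argue against a wrong label of WR_S3, within the limit of that selection. Dilution of WR_S3 by RNA of another tissue, as the whole cause, is argued against by the 802 transcripts higher in YR_S that were above 0 in WR_S1 or WR_S2, whose median in WR_S3 was 93.7% of the mean of these libraries. Their selection favours low values in WR_S, so a dilution would have shown. The 1157 transcripts lower in YR_S had a median of 55.8%, and the 3 held keratinocyte transcripts one of 63.0%, so a smaller dilution is not excluded. Lower depth is argued against by the 79051414 mapped reads of WR_S3 in the paper's Table S2, against 79135066 and 76733745 in the other WR_S libraries. What also stays open is that individual fish may differ in interferon-stimulated transcripts. YR_S1 was the highest YR_S library for 21 of the 22, with a median of 3.10 times the mean of YR_S2 and YR_S3. With 3 fish per group this cannot be told apart from a difference between wild-type and yellow mutant fish, since the high values rest on WR_S1 and WR_S2. No infection status was analysed here.

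Many gene IDs in the authors' deposited table belong to other lines. Where both could be looked up, the gene ID named the gene of the transcript on 592 lines and another gene on 1307, and on 1017 of these (77.8%) the right ID stands on another line. An identifier column shifted against the transcript column is a candidate explanation. The median distance to the right ID is 0 lines in the first 1000 lines, 2 in the next 1000, and 132.5 in lines 2001 to 3000, as a growing shift needs. After that it is 330.5, but the right ID was found for only 16 of 206 lines there, against 516 of 573 in the lines before. Different annotation releases are argued against, since the share of wrong IDs would then be alike along the table, while it is 23.8% in the first 1000 lines and 100% from line 2001 on. No biological explanation applies.

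The other marker lists gave these results in the authors' deposited table. The hepatocyte list had 13 changed transcripts, all lower in YR_S, with a median log2 fold change of -3.04, the most abundant being rbp4b (-2.16), tf (-2.25) and rbp4a (-1.41). The skeletal muscle list had 10 lower and 1 higher, with a median of -2.14, the most abundant being atp2a1 (-1.94), CKM (-2.14) and TNNT3 (-2.05). In the part of Table S4 held here, WR_S3 was the highest library for all 4 muscle transcripts found, and their groups overlap. The keratinocyte list had 5 lower and 0 higher, the most abundant being CDH1 (-1.26), PPL (-1.38) and EVPL (-1.14). The medians of the melanocyte and xanthophore lists were 1.16 and 1.37, both over transcripts higher in YR_S. The macrophage list had 2 higher (csf1r1 with 1.37 and Ncf1 with 1.34). The T cell list had 1 lower, with -1.86 on a line that names both GZMK and GZMA. The iridophore and erythrocyte lists had 0 changed transcripts. In Table S4, cd28 of the T cell list went the other way from GZMA, with 0.456 ± 0.335 FPKM in YR_S and 0.0095 ± 0.0165 in WR_S (SD, n = 3 libraries) and no overlap between the groups.

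Among the largest increases in YR_S, PDC and GNGT2 are named after proteins of photoreceptor signalling, which was noticed after their values were seen. PDC had 3.22 ± 0.77 FPKM in YR_S and 0.037 ± 0.045 in WR_S, and GNGT2 had 3.11 ± 0.95 and 0.055 ± 0.095 (SD, n = 3 libraries), with no overlap between the groups (two-sided exact permutation test, p = 0.1 for each). No explanation was tested.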
